# Transcriptional profiling of Arabidopsis root hairs and pollen defines an apical cell growth signature

**DOI:** 10.1186/s12870-014-0197-3

**Published:** 2014-08-01

**Authors:** Jörg D Becker, Seiji Takeda, Filipe Borges, Liam Dolan, José A Feijó

**Keywords:** Pollen, Pollen tube, Root hair, Transcriptome, Apical growth, Tip growth, Apical signature, Arabidopsis

## Abstract

**Background:**

Current views on the control of cell development are anchored on the notion that phenotypes are defined by networks of transcriptional activity. The large amounts of information brought about by transcriptomics should allow the definition of these networks through the analysis of cell-specific transcriptional signatures. Here we test this principle by applying an analogue to comparative anatomy at the cellular level, searching for conserved transcriptional signatures, or conserved small gene-regulatory networks (GRNs) on root hairs (RH) and pollen tubes (PT), two filamentous apical growing cells that are a striking example of conservation of structure and function in plants.

**Results:**

We developed a new method for isolation of growing and mature root hair cells, analysed their transcriptome by microarray analysis, and further compared it with pollen and other single cell transcriptomics data. Principal component analysis shows a statistical relation between the datasets of RHs and PTs which is suggestive of a common transcriptional profile pattern for the apical growing cells in a plant, with overlapping profiles and clear similarities at the level of small GTPases, vesicle-mediated transport and various specific metabolic responses. Furthermore, cis-regulatory element analysis of co-regulated genes between RHs and PTs revealed conserved binding sequences that are likely required for the expression of genes comprising the apical signature. This included a significant occurrence of motifs associated to a defined transcriptional response upon anaerobiosis.

**Conclusions:**

Our results suggest that maintaining apical growth mechanisms synchronized with energy yielding might require a combinatorial network of transcriptional regulation. We propose that this study should constitute the foundation for further genetic and physiological dissection of the mechanisms underlying apical growth of plant cells.

## Background

Current views on the control of cell and organ development are anchored on the notion that phenotypes are defined by precise networks of transcriptional activity, acting in a concerted way through a specific combination of transcription factors to specify cell fate [1]. A direct test of this general principle is facilitated by precise transcriptome analysis using microarrays or RNAseq [2]. This approach in combination with Fluorescence Activated Cell Sorting (FACS), has allowed the characterisation of transcriptomic profiles of isolated cells from simple organs, such as pollen [3]-[5], or more complex ones like roots [6],[7]. The large amounts of information in different databases allow formal analysis of the transcriptional profiles of specific cell types or organs, holding the promise that subsequently these can be distilled into specific transcriptional signatures. At the moment this holy grail of transcriptional regulation is still unattainable, although the majority of these large scale biology approaches end up being extremely useful to the development of smaller scale approaches, focused on a gene or small group of genes [2]. There are likely to be multiple reasons for this limitation, including (1) the limited understanding of additional levels of post-transcriptional/epigenetic regulation that define the final phenotype, (2) the absence of a proper understanding at a formal/mathematical level of network organization and functioning, or (3) these transcriptional profiles do not translate into any sort of accessible mechanistic profile, but are an emergent property of the complexity of other underlying levels of organization based on fundamental chemical and physical properties of DNA and proteins. There is no easy way to circumvent these limitations at our present understanding of biology, but usable clues could arise from applying an analogue to comparative anatomy at the cellular level, such as searching for conserved transcriptional signatures that could be used for further genetic or physiological dissection [8],[9]. Such an approach can be conceptually rooted into evolutionary developmental biology (evo-devo), in which specific and defined small gene-regulatory networks (GRNs) may act as defined modules that may have been co-opted during evolution to perform related functions [10]. Modular GRNs are intrinsically robust and quasi-independent complexes of genes, allowing the possibility of disentangling evolutionary pathways through comparison with similar modules from unrelated species or organs. This architectural feature of the modules, coupled to their power to generate diversity, makes inter-GRN connection elements major targets of adaptive evolution [11]. Plant-microbe interactions have been recently proposed to constitute an attractive system to test some of these concepts, as the communication module seems to have been both phylogenetically re-deployed and functionally adapted along co-evolution of both plants and microbes [12].

Apical growth in filamentous cells is a striking example of conservation of structure and function in plants. As opposed to most plant cells, which grow diffusively over large volumes, these are defined by growing over a relatively small volume at the tip, by exocytosis of specific cell wall precursors [13],[14]. This form of growth is common among fungi and in some animal cells (neurite outgrowth during the development of the nervous system; see [15]), and in flowering plants it occurs only in root hairs and pollen tubes. Despite differences, growth and morphogenesis is similar in these two cell types [16]-[18] and as they are functionally skewed towards the same objective: perceive the surrounding environment and process this information to direct growth. Previous studies suggested that the molecular and physiological mechanisms employed to direct growth are likely conserved between pollen tubes and root hairs [19],[20]. This conservation is especially well observed at the level of the cytoskeleton organization, membrane trafficking and endo/exocytosis and signalling pathways mediated by calcium, phosphoinositide, ROPs and ROS [18],[20]-[24]. Developmental definition by specific transcription factors is well described for root hairs (see for example [25],[26]) and pollen grains [27],[28]. Previous transcriptional profiling of pollen and sperm [3],[4] allowed the search of conserved GRNs that exist in the two different cell types that compose the male gametophyte. In comparison, root hairs must be seen in the context of the root, a very complex organ where various hierarchical levels of transcriptional integration are expected [7]. While much is known about root transcriptomics in general, the profile of isolated root hairs is still lacking, limiting the possibility of comparative analysis with pollen tubes, and search for conserved transcriptional network motifs. The advent of more powerful and revealing ways of imaging signal integration in roots (see for example [29],[30]) makes it even more obvious the need of specific transcriptomics of root hairs, one of the physiologically more important cell types in roots.

Here we compare the transcriptional profile of isolated root hairs and pollen with other cell and organ types to test the hypothesis that there are conserved transcriptomic signatures that define functions in similarly growing cells. Root hair transcriptomics was previously approached by a number of studies using FACS of labelled root cell types and nuclei, respectively [6],[7],[31]-[33], by dataset subtraction from root hair development mutants [34],[35], or by a combination of mutants and FACS [36]. Here we developed a new way of isolating mRNA directly from mechanically purified frozen wild type root hairs. We conclude that root hairs and pollen have highly overlapping transcriptional profiles, with clear similarities at the level of small GTPases, vesicle-mediated transport and various specific metabolic responses, likely defining the unique regulatory processes that occur in these cell types. We propose that this study should constitute the foundation for further genetic and physiological dissection of the mechanisms underlying apical growth of plant cells.

## Results

### Isolation of *Arabidopsis* root hairs

The purity of total RNA isolated from root hairs was important for this study, because the slightest contamination would have obscured a potential apical growth signature. Therefore, we established a method using an aluminum tower partially immersed in liquid nitrogen and a brush to isolate root hairs from Arabidopsis seedlings (Figure 1, see Methods). To determine the quality of the total RNA isolated from root hairs, several genes expressed in specific cell types in roots were investigated by RT-PCR (Figure 2). *SCARECROW* (*SCR*) expressed in cortex, *SHORT ROOT* (*SHR*) in stele, and *PLETHORA1* (*PLT1*) in stem cells, were amplified from root cDNA but not from root hair cDNA [37]-[39], whereas *Arabidopsis thaliana EXPANSIN7* (*AtEXP7*), which has been shown to be expressed in root hair cell files [40], was detected both in root and root hair cDNA. *ACTIN8* (*ACT8*), expressed throughout the plant including the root hairs [41] was used as a positive control. *GLABRA2* (*GL2*) is preferentially expressed in non-hair cells of the root epidermis but is also expressed in low levels in some root hair cells [42],[43], and was detected in our root hair sample. Moreover, *ENHANCER OF TRY AND CPC1* (*ETC1*) and *MYB23*, both of which are non-hair cell markers [44],[45], were called “absent” in our microarray data. Together, our data indicated that the extracted RNA was rich in root hair specific transcripts.

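ETC1 and TRY encode small MYB proteins of epidermal patterning, and both are listed here as genes of the non-hair epidermis. ETC1 had an array intensity of 23.2 ± 1.61 (SD, n = 2) in root hairs, 39.4 ± 0.679 in seedlings, 29.6 ± 2.17 in leaves and 15.8 ± 4.33 in ovules. TRY was at 54.5 ± 0.587 in root hairs and at 352 ± 43.4 in leaves, and its level in root hairs fell by 1.23 on the log2 scale against the mean of leaves, unpollinated pistils, ovules and siliques (adjusted p = 1.3e-08 from limma). All 8 sample types lay below 216 for ETC1, the intensity taken here as the level of detection, as did root hairs for TRY. The log2 difference of ETC1 in root hairs from the same mean was 0.01 (SE 0.04, adjusted p = 0.89 from limma). Of the 2 measured genes of this list, TRY was lower in root hairs and ETC1 did not pass the test, also when adjusted over the list alone. ETC1 passed as higher after quantile normalization (0.15) and after scaling each array to its 75th percentile (0.25), and its probe set is of the kind that can bind related transcripts. MYB23 was not analysed here.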

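Transcripts of root hair cells were abundant in the isolated root hairs. EXPA18 and EXPA7, expansins that loosen the hair wall, had intensities of 10374 ± 102 and 6618 ± 261 (SD, n = 2). EXPA7 was at 70.3 ± 0.495 in ovules, 89.4 ± 1.84 in leaves and 131 ± 1.5 in whole seedlings. XTH26, a xyloglucan endotransglucosylase/hydrolase, reached 2783 ± 25.5 and MRH1, a receptor-like kinase of root hair growth, 1952 ± 215. Against the mean of leaves, unpollinated pistils, ovules and siliques these are log2 differences of 6.01 for EXPA18, 5.50 for EXPA7, 4.49 for XTH26 and 3.09 for MRH1. All 12 measured genes of a list of root hair genes were higher at an adjusted p under 0.05 from limma, and likewise 12 when adjusted over the list alone. Of 5 genes of the inner root tissues, 4 were lower and 1 was higher, also when adjusted over the list alone. After quantile normalization, 1 of the 4 no longer passed. Leaves, pistils, ovules and siliques contain no roots, so a lower value against them does not test for carry-over of inner root cells. SUC2, a sucrose transporter of the phloem, was at 76.6 ± 5.55 in root hairs (log2 difference −3.84) and CO2, a marker of the cortex, at 56.5 ± 5.13 (−2.52). CASP1, which builds the Casparian strip of the endodermis, was the higher one (log2 difference 1.12, SE 0.12, adjusted p = 3.2e-07 from limma). It was at 266 ± 110 in root hairs, 1490 ± 110 in seedlings and 73.9 to 83.6 in the 4 other tissues. Its mean in root hairs was above the level of detection, with a wide spread between replicates. The median log2 difference over all probe sets was −0.50 in root hairs and −0.60 in pollen, and medians of gene lists are given relative to it. The median of the root hair genes lay 4.01 above it (camera, adjusted p = 6.5e-14, and adjusted p = 0.0038 with an estimated correlation), and that of the inner root genes was −2.02 (adjusted p = 0.34). SCR, SHR, PLT1, GL2 and ACT8 were not analysed here.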

**Figure 1:**
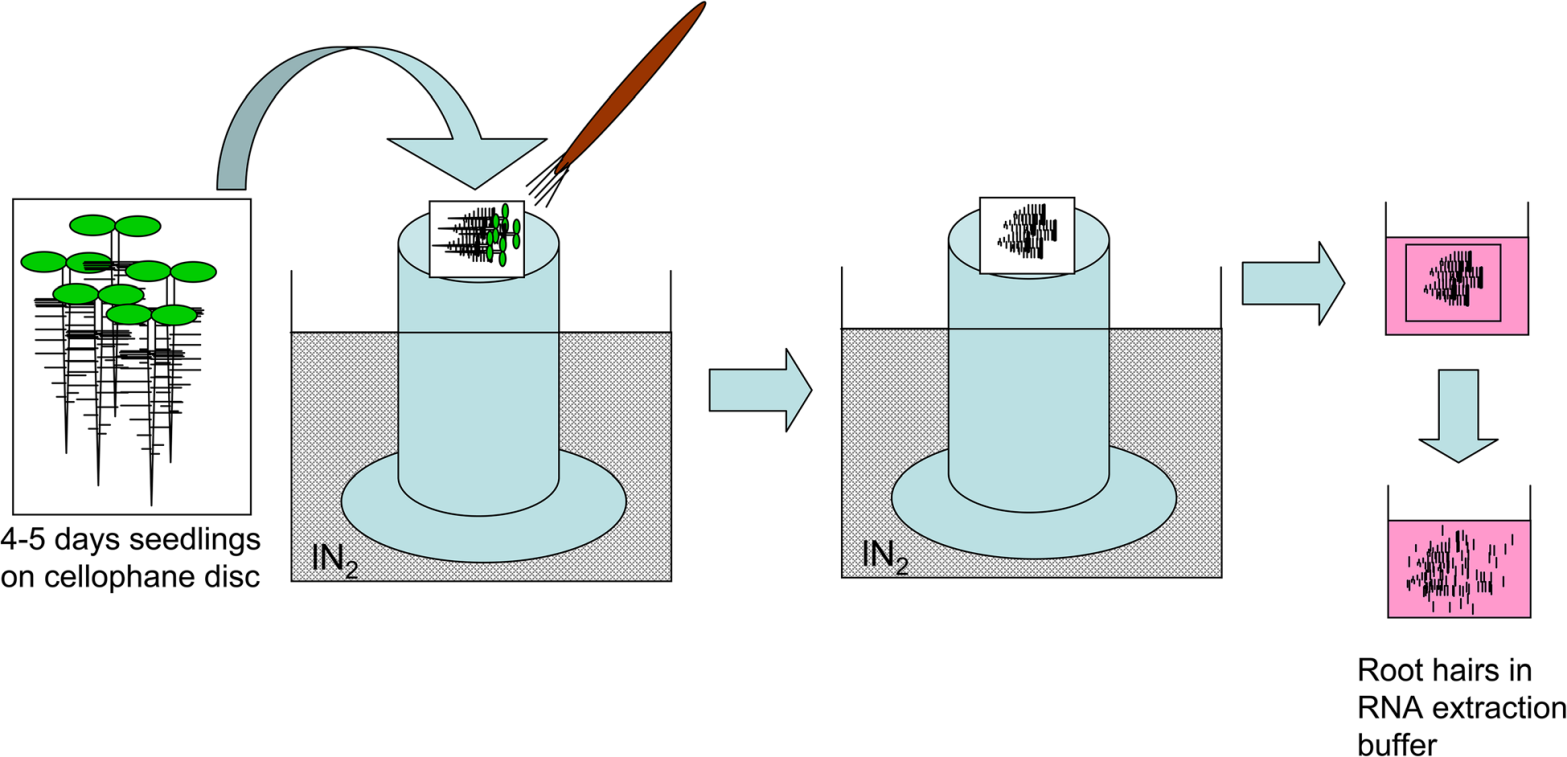
**Schematic workflow of root hair isolation.***Arabidopsis* Col-0 plants were grown on cellophane disc for 4 or 5 days. The cellophane discs on which plants grew were transferred on the top of an aluminium tower placed in liquid nitrogen, left for 1-2 seconds, and plants except for root hairs were removed by brush. Root hairs attached on the cellophane disc were released in RNA extraction buffer. Other tissues such as root tips in the buffer were removed carefully with forceps under a stereomicroscope.

**Figure 2:**
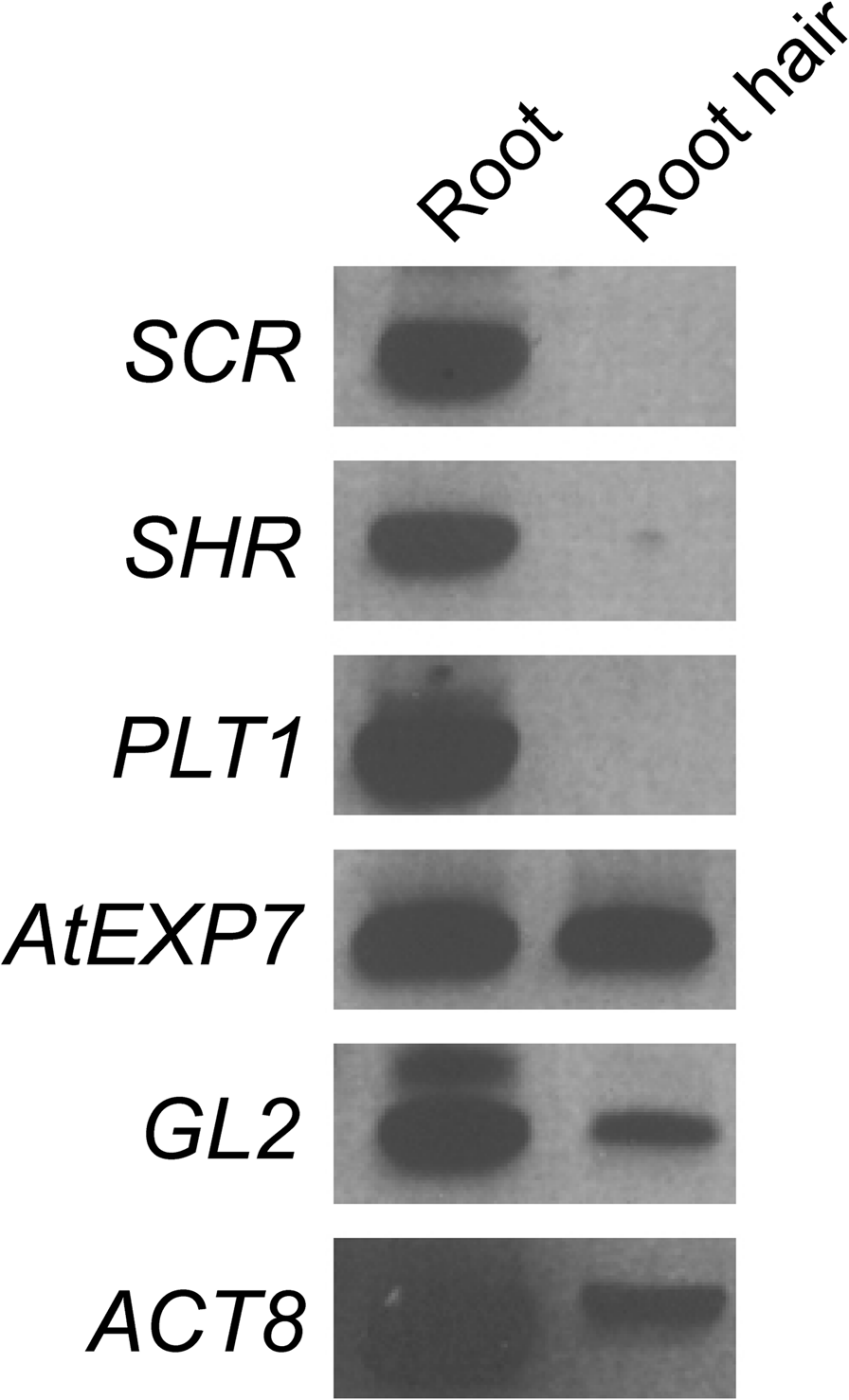
**RT-PCR of root and root hair RNA, respectively.** Results from negative controls using *SCR*, *SHR* and PLT1 show no contamination from inner cell layers in roots. *AtEXP7* and *ACT8* expression confirm the root hair RNA in the sample. *GL2*, which is preferentially expressed in atrichoblast but also expressed in low levels in some trichoblast, was also detected in root hair RNA.

### Root hairs and pollen overlap significantly in their transcriptional programs

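Transcript levels were read from 16 Affymetrix ATH1 arrays, 2 biological replicates for each of 8 sample types. Root hairs were hybridized for the study itself, with total RNA from isolated hairs labelled in 2 cycles. Hydrated pollen grains, sorted by flow cytometry, as well as leaves, seedlings, siliques and flowers come from an earlier study [5], and ovules and unpollinated pistils from another [46]. Root hairs and pollen are taken, as in the paper, as cell types with apical growth, although pollen grains also hold sperm cells. Leaves, pistils, ovules and siliques, called the 4 tissues here, contain solely cells with diffuse growth, while flowers contain pollen and seedlings contain root hairs. The authors computed model-based expression values from the probes with dChip and normalized them over the arrays. These linear intensities were used as deposited. The median intensity per array was 89.4 and 90.7 in root hairs, 95.9 and 95.3 in pollen, and 203 to 252 in the 6 tissues. Replicates correlated across probe sets at 0.990 to 0.998 on the log2 scale, with a median difference of 0.057 to 0.106 between them. Sample types were compared with limma on log2(intensity + 71.9), one mean per sample type, over 22746 probe sets after leaving out 64 controls. The pseudocount is the median over the arrays of each array's 20th percentile, so log2 differences understate the change of dim transcripts. A probe set was called enriched where it was higher than each of the 4 tissues at a Benjamini-Hochberg adjusted p under 0.05, and depleted where it was lower than each. Log2 differences of single genes are against the mean of the 4 tissues. A probe set was taken as detected above 3 times the pseudocount. The comparisons, the gene lists other than those of the organelle genomes and most of the alternative settings were fixed before the data were examined, as was the rule for the genes named, though the printed values of Tables 1, S2 and S3 had been seen by then. The number of arrays limits the precision, and p-values measure the spread between the 2 arrays of a sample type, pooled over the 8 types. Root hairs are the only sample type of their study, so that study and cell type cannot be told apart for them.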

We obtained the transcriptional profile of the root hairs using Affymetrix Arabidopsis ATH1 arrays. 11,696 genes were detected as expressed, corresponding to 51% of the transcripts represented on the array (mean percentage of Present calls). The expression profile of root hairs was compared with those of cell sorted hydrated pollen grains (29% of Present calls), leaves (62%), seedlings (68%), siliques (69%), flowers (68%) [5] as well as ovules (67%) and unpollinated pistils (69%) [46]. In addition, we reanalyzed expression data of single cell types of roots [6],[47] resulting in 58% of Present calls for stele, 62% for endodermis plus quiescent center, 66% for cortex and 53% for epidermal atrichoblasts. Thus, the number of genes expressed in root hairs is significantly higher than in pollen, but smaller than in other vegetative tissues and even in a number of root cell types. It is however similar in root hairs and epidermal atrichoblasts.

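Root hairs had 30.8% ± 0.336 (SD, n = 2) of the probe sets above the detection level, pollen 18.4% ± 0.233 and leaves, the lowest of the 6 tissues, 48.3% ± 0.0342. Flowers followed with 48.9% ± 0.155, pistils with 50.5% ± 0.485, seedlings with 51.4% ± 0.155, ovules with 51.5% ± 0.115 and siliques with 53.5% ± 1.06. The gap of root hairs to leaves was −17.4 percentage points and that of pollen to root hairs −12.4, both many times the spread between replicates. On at least 1 of 2 arrays, 7357 probe sets were above the level in root hairs, 4442 in pollen, and from 11341 in flowers to 12519 in siliques. Detection calls of the single arrays and the data of the root cell types were not used here. A share above a level depends on the common scale of the arrays: after quantile normalization, which gives all arrays 1 distribution, the shares no longer compare the sample types.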

When the expression data derived from our data sets is subjected to principal component analysis and hierarchical clustering, closely related or overlapping tissues like seedling and leaves, pistils and ovules and siliques and flowers form sub-clusters (Figure 3A). 

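Seedlings and leaves correlated at 0.917 across probe sets, ovules and pistils at 0.907 and siliques and flowers at 0.855 (Pearson, log2 intensities, means of 2 arrays). LHCB4.1, an antenna protein of photosystem II, follows the first pair, with 16514 ± 714 (SD, n = 2) in leaves and 13498 ± 318 in seedlings against 3207 ± 536 in ovules. PCNA1, the sliding clamp of DNA replication, was at 1847 ± 295 in ovules and 186 ± 6.30 in leaves. Ward clustering on 1 minus the Pearson correlation joined seedlings with leaves first (height 0.0831), then ovules with pistils (0.0928) and then flowers with siliques (0.145). Pistils correlated with flowers at 0.885 and with siliques at 0.875, above the 0.855 of the third pair.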

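The profile of root hairs correlated across probe sets at 0.537 with seedlings, 0.519 with flowers, 0.514 with siliques, 0.496 with pistils, 0.492 with ovules, 0.477 with leaves and 0.334 with pollen. Between single arrays of root hairs and pollen the range was 0.331 to 0.335, and between root hairs and seedlings 0.530 to 0.540, so that the gap is wider than the spread between replicates. Pollen was closest to flowers (0.393). In the Ward clustering of the 8 sample types, root hairs joined the cluster of the 6 tissues at a height of 0.632 and pollen joined last at 0.975. The grouping turned with the values used: root hairs and pollen formed a cluster after quantile normalization, without dim probe sets, with linear in place of log2 intensities, and with each probe set centred on its mean (Ward or average linkage), all settings tried after the data were seen. Correlations across probe sets have no p-value here, as probe sets are not independent replicates.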

Interestingly root hairs form a sub-cluster with pollen and not with any of the tissues. Principal component analysis shows a similar picture with root hairs and pollen being clearly separated from the other tissues in the first principal component (Figure 3B). 

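Root hairs and pollen lay on one side of the first principal component, with scores of 112 and 194, and the 6 tissues on the other. Flowers, which contain pollen, were the nearest tissue at −18.9. Seedlings, which contain root hairs, lay at −63.5, within the range of −64.6 to −50.7 of the 4 tissues of diffuse growth. On single arrays the lowest score of a root hair array was 111 and the highest of a tissue array −18.7, at a largest SD of 1.82 between replicates. The component carried 53.1% of the variance of the 8 sample types, each the mean of 2 arrays with probe sets centred and not scaled. The second component (19.6%) set root hairs at 129 apart from pollen at −81.4, with the 6 tissues from −31.9 to 12.7, and the third carried 12.8%.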

Cell types with apical growth type (root hairs and pollen) are conclusively separated from tissues containing cells only with diffuse growth type (pistils, ovules, siliques and leaves) or even a mixture of diffuse and apical growth cell types as found in flowers containing pollen and seedlings containing root hairs. This result statistically shows a relation between the datasets which is suggestive of a common transcriptional profile pattern for the apical growing cells in a plant. 

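Genes known from one apical growing cell type were in part also higher in the other than in the 4 tissues. Of the 12 root hair genes, 8 were higher in pollen than the mean of the 4 tissues, 1 was lower and 3 did not pass. MRH1 reached 6060 ± 55.4 (SD, n = 2) in pollen (log2 difference 4.69), HA7, a plasma membrane proton pump also known as AHA7, 655 ± 27.6 (2.59) and SCN1, a regulator of ROP GTPases, 7850 ± 343 (3.10). Of 11 pollen genes, all were higher in pollen, with a median 5.85 above that of all probe sets (camera, adjusted p = 2.5e-13, and adjusted p = 0.015 with an estimated correlation, a call lost at 0.14 with 75th percentile scaling). In root hairs, 4 of the 11 were higher, 3 lower and 4 did not pass. The 4 were the syntaxin SYP131 at 606 ± 18.8 (1.93), the calcium pump ACA9 at 651 ± 66.3 (2.39), and the profilins PRF4 at 750 ± 61.2 (2.58) and PRF5 at 165 ± 1.17 (0.81). PRF5 thus stayed below the detection level in root hairs. SYP131, PRF5 and HA7 are also in Table 1 and ACA9 in Table S5, which the study chose on these samples. These genes are therefore not independent evidence. The counts adjusted over the list alone were equal. After quantile normalization 11 root hair genes were higher and 0 lower in pollen, and 8 pollen genes higher and 1 lower in root hairs, and with 75th percentile scaling 12 and 0, and 8 and 0. With a pseudocount of 1, 2 root hair genes were lower in pollen, as without ovule or leaf replicate 1, and 5 pollen genes were lower in root hairs. The medians were 1.08 above that of all probe sets for root hair genes in pollen (camera, adjusted p = 5.2e-05, but adjusted p = 0.064 with an estimated correlation, which was 0.018 after quantile normalization and 0.24 after the scaling) and 0.44 for pollen genes in root hairs (adjusted p = 0.013, but adjusted p = 0.21 with an estimated correlation). Over all probe sets, the log2 differences of root hairs and of pollen correlated at 0.471, where unchanged groups simulated against the same 8 control arrays gave 0.198, and their covariance was 0.976 against a simulated 0.00127. With leaves and siliques as controls for one cell type and pistils and ovules for the other, the correlation was 0.398 or 0.378 (simulated 0.0015). The simulation held no differences between sample types, so its values cover the spread between replicates alone. They set no level for unrelated sample types that differ from the same tissues. From the relation between the datasets, the paper proposes, as a possibility, a common transcriptional profile of the apical growing cells of a plant.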

Importantly, other root cell types [33] do not cluster together with pollen and root hair samples (Additional file 1: Figure S1 and Additional file 2: Table S1 for PCA loadings). This is an indication that the separation observed is not solely based on green versus non-green tissue features, although one has to keep in mind that comparison with the root cell type datasets might be confounded by protoplasting and FACS effects. 

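AT1G05250, which encodes a peroxidase, had an intensity of 16921 ± 772 (SD, n = 2) in root hairs, a log2 difference of 7.19. AT5G17820 was at 13271 ± 764 in root hairs, at 57.1 to 70.1 in the 4 tissues and at 724 ± 67.9 in seedlings. The glutathione transferase GSTU22 reached 9680 ± 1101 in root hairs (log2 difference 5.98) and 1558 ± 14.0 in seedlings. In all, 2839 probe sets were enriched in root hairs, 2202 of them with 1 named gene, and 11721 were depleted (limma, adjusted p under 0.05 against each of the 4 tissues). None of the 4 tissues contains roots, so this enrichment does not separate transcripts of root hairs from those of the root in general. The enriched made up 19.5% of the called probe sets. This split depends on the scale of the arrays: with quantile normalization 6582 were enriched and 4618 depleted (58.8% enriched), and with 75th percentile scaling 6740 and 4832 (58.2%), where the median of all probe sets was 0.02 and 0.03 on the log2 scale. Of the 2839, 2828 were also enriched after quantile normalization and all 2839 with the scaling. The probe set of AT1G05250 can also bind a related transcript.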

1814 genes show enriched expression in root hairs in relation to expression levels in leaf, pistil, ovule and silique samples. When compared with “root hair genes” as defined in other studies [7],[31],[32],[34],[36] the highest overlap (125 genes out of 153) is achieved with the “core set hair genes” identified by Bruex et al. [36] (Additional file 3: Table S2).

**Figure 3:**
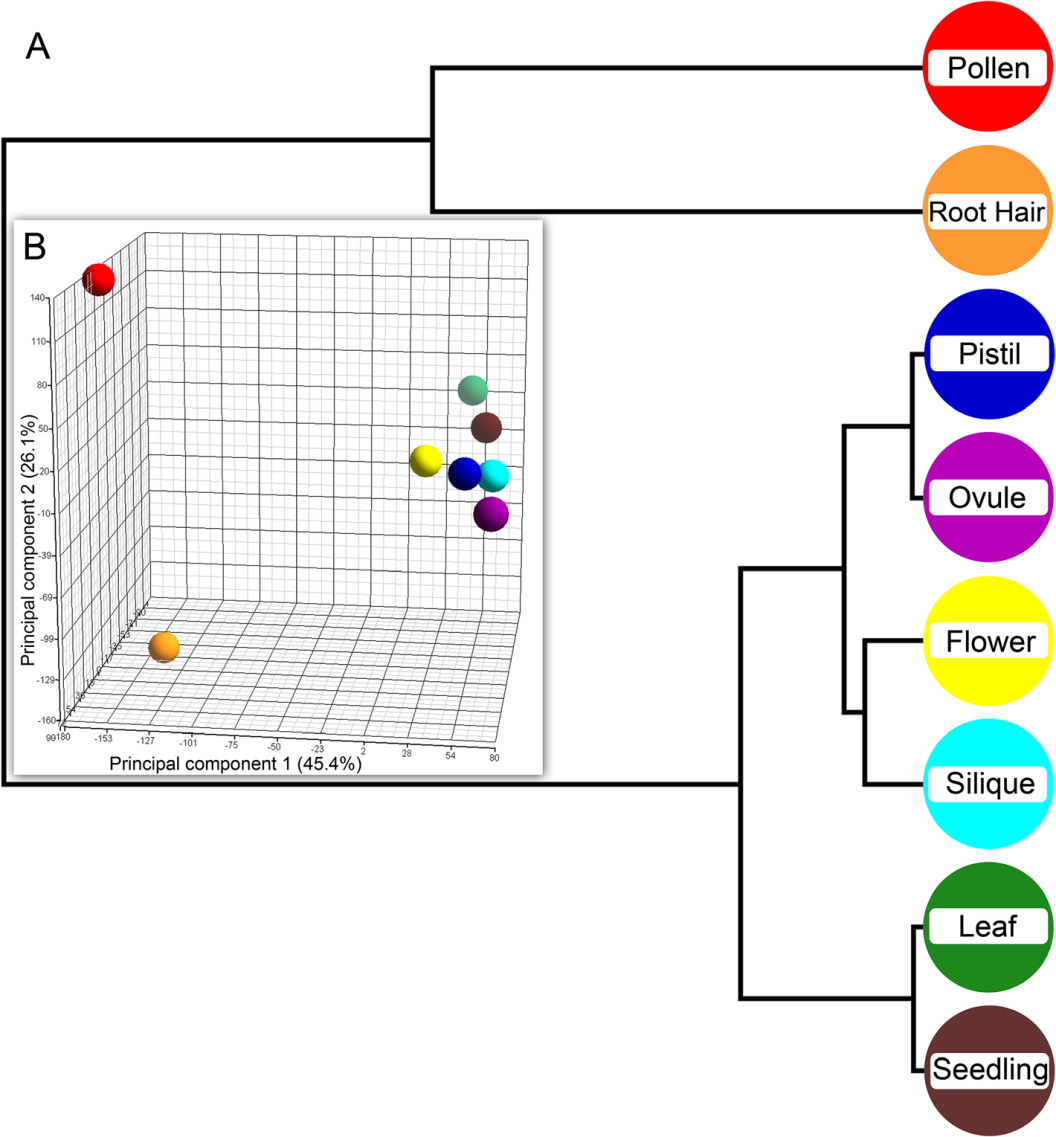
**Principal component analysis and hierarchical clustering of Arabidopsis transcriptome data.(A)** Principal component analysis is an exploratory technique used to describe the structure of high dimensional data, e.g. derived from microarrays, by reducing its dimensionality. Here, expression values for 22.800 genes in 8 tissue/cell types are projected onto the first three principal components. The first principal component separates pollen and root hairs from the other tissues, while the second and third principal components show a further, though less significant, separation of the samples. **(B)** Hierarchical clustering is used to group similar objects into “clusters”, producing a tree (called dendrogram) that shows the hierarchy of the clusters. The dendrogram shows a clear separation of a pollen and root hair cluster from a cluster including the other sample types.

### Analysis of pollen tube and root hair transcriptomes reveals an apical growth signature

We hypothesized that the differences observed in the transcriptional profiles would predominantly derive from transcripts that show enriched or selective expression in root hairs and pollen when compared with tissues containing solely cells with diffuse growth type. 

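Which transcripts made up the first component depended on the scale of the arrays. With values as deposited, the 13251 probe sets with means below the 4 tissues in both cell types held 80.0% of its squared loadings and the 2518 above in both 7.51%. With quantile normalization, chosen for this measure like the scaling only after the data were seen, these were 7391 with 50.1% and 8179 with 37.3%. With 75th percentile scaling they turned to 5431 with 26.7% and 9546 with 57.3%. LHCB4.1 was at 73.8 ± 3.87 (SD, n = 2) in root hairs and 65.1 ± 11.6 in pollen (log2 differences −5.72 and −5.81), DRT112, a plastocyanin, at 40.3 ± 2.96 and 52.4 ± 2.86 (−6.24 and −6.09), and RCA, which activates Rubisco, at 69.6 ± 4.53 and 91.5 ± 6.40 (−5.60 and −5.40). All 12 measured photosynthesis genes were lower in both cell types, with medians of −4.96 in root hairs and −4.65 in pollen relative to all probe sets (camera, adjusted p = 3.9e-05 and 2.0e-04, but adjusted p = 0.14 and 0.29 with an estimated correlation). Of 42 genes encoded in the plastid genome, a list drawn up after the file was opened, 41 were lower and 1 was higher in root hairs and in pollen alike (0 higher without root hair replicate 1 or pollen replicate 2, and without dim probe sets in both), with medians of −2.66 and −2.62 (adjusted p = 2.1e-06 and 1.8e-05, but adjusted p = 0.065 and 0.16 with an estimated correlation, and there 0.022 and 0.059 after quantile normalization and 0.011 and 0.020 after the scaling). All 9 measured cell division genes were lower in root hairs, with a median of −1.10 (adjusted p = 0.019, but adjusted p = 0.19 with an estimated correlation). In pollen, 6 of the 9 were lower and 2 higher, which turned to 4 lower and 5 higher with quantile normalization and 3 and 6 with 75th percentile scaling. PCNA1 was at 122 ± 14.6 in root hairs and 77.9 ± 3.95 in pollen (−1.98 and −2.36). Counts adjusted over each list alone were equal. In total, 7269 probe sets were depleted in both cell types, against 2973 with quantile normalization and 2172 with 75th percentile scaling, and under both more probe sets were enriched than depleted in both cell types.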

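In pollen, 3168 probe sets were enriched and 10741 depleted against the 4 tissues (limma). Among the largest differences were those of the endoglucanase GH9A4 at 14355 ± 193 (SD, n = 2), the pectate lyase AT59 at 15499 ± 127 and the signal peptide RALFL25 at 13064 ± 718, with log2 differences of 7.00, 7.09 and 6.92. Enriched in root hairs and in pollen alike were 729 probe sets, 602 of them with 1 named gene. Among these were RAB7A, a small GTPase, with 3406 ± 80.7 in root hairs and 3205 ± 32.2 in pollen against 124 to 183 in the 4 tissues, the microtubule-associated MAP18 with 8811 ± 818 and 4605 ± 179, and the actin-bundling PLIM2b with 2588 ± 150 and 7256 ± 199. The log2 differences in root hairs and pollen were 3.95 and 3.87 for RAB7A, 4.86 and 3.93 for MAP18 and 3.50 and 4.96 for PLIM2b. Independent lists of the sizes found would share 395 probe sets. Unchanged groups simulated 20 times against the same control arrays gave an overlap of 0, which the rule of 4 comparisons brings about by itself, so that it sets no level of chance. With leaves and siliques as controls for root hairs and pistils and ovules for pollen the overlap was 956 against 610 for independent lists, and with the controls exchanged 952 against 597. The share of enriched among the called probe sets of pollen was 22.8%, against 57.4% with quantile normalization (8226 enriched, 6104 depleted) and 74.9% with 75th percentile scaling (11514 and 3855). The count enriched in both rose to 3883 and 4601 with these, and was 391 when the lower bound of the 90% confidence interval of each fold change had to reach 1.2. Relative to independent lists, however, the overlap fell from 1.84 times to 1.63 with quantile normalization and 1.35 with 75th percentile scaling.

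**Figure D1:**
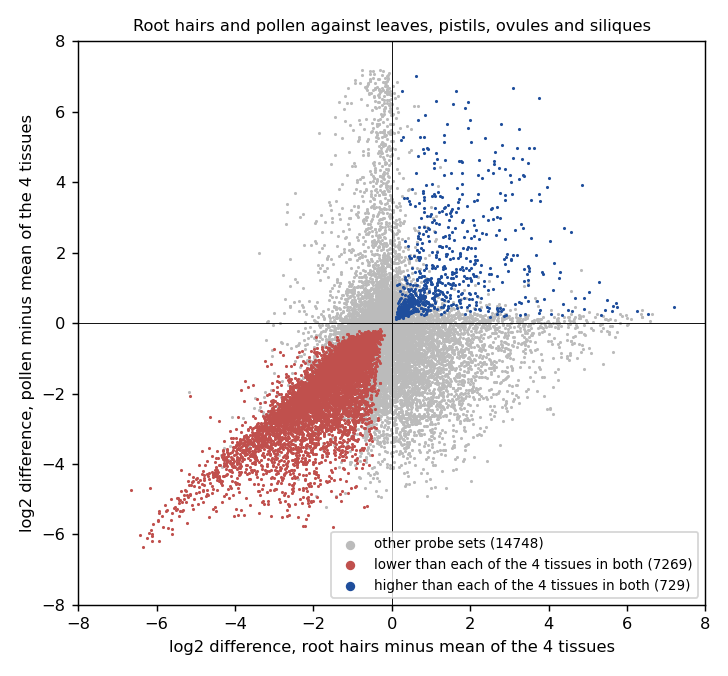
Log2 differences of 22746 probe sets from the mean of the 4 tissues, in root hairs (horizontal axis) and in pollen (vertical axis), each from 2 arrays per sample type. The 729 probe sets higher than each of the 4 tissues in both cell types lie at the upper right and the 7269 lower than each at the lower left, a split that turns to 3883 and 2973 with quantile normalization and to 4601 and 2172 with 75th percentile scaling.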

Of the 4989 genes expressed in both pollen and root hairs our comparative analysis identified 277 genes as showing enriched expression in these apical growing cells (Additional file 4: Table S3). 

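By level alone, 7044 probe sets had a mean above the detection level in root hairs, 4158 in pollen and 14452 in at least 1 of the 4 tissues. Root hairs and pollen shared 2551, of which 2407 were also above it in a tissue and 144 in none, and 139 of the 144 were enriched in both. Iqd4, which encodes a calmodulin-binding protein, had 1917 ± 462 (SD, n = 2) in root hairs, 12183 ± 645 in pollen and 65.0 to 84.1 in the 4 tissues. EXO70C1, a subunit of the exocyst, had 1779 ± 244, 3250 ± 361 and 111 to 140. AT1G25240, an epsin-type adaptor with an ENTH domain, had 861 ± 192, 10963 ± 387 and 31.8 to 38.3. Their log2 differences in root hairs and pollen were 3.76 and 6.41 for Iqd4 and 3.10 and 6.68 for AT1G25240, and EXO70C1 had 3.25 in root hairs. Root hairs alone held 660 probe sets above the level, pollen alone 782 and the 4 tissues alone 7387, while 6708 were above it in none of these. Of the 2551 shared probe sets, 436 were enriched in both.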

Based on comparison with our restricted data set of 4 tissues with cell types showing diffuse growth, 105 genes are selectively expressed in apical growing cells (Figure 4). However, extending this comparison by including other Arabidopsis tissue types and developmental stages (Schmid et al. 2005) strictly containing only cell types with diffuse growth type, reduces this list of selectively expressed genes to 49 (Table 1). 

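Table 1 prints 51 probe sets, and 48 of them were enriched in root hairs and in pollen against each of the 4 tissues (limma), 49 in root hairs and 50 in pollen. The list was chosen by the study on these samples, so its direction is not independent evidence. AGP24, an arabinogalactan protein, had 13274 ± 606 (SD, n = 2) in root hairs and 19874 ± 482 in pollen (log2 differences 3.08 and 3.66). AT2G41970, a protein kinase, had 2853 ± 171 and 2681 ± 13.4 (3.76 and 3.67), and the kinase AT3G07070 2706 ± 27.1 and 796 ± 55.1 (4.39 and 2.71). The mean was above the detection level in root hairs for 33, in pollen for 42 and in both for 28, and in at least 1 of the 4 tissues for 4. The mean of pollen exceeded that of root hairs for 34 and the reverse held for 17. CSLD1, a cellulose synthase-like protein, had 11023 ± 73.5 in pollen (6.34) but 54.7 ± 2.45 in root hairs against 67.9 ± 0.693 in pistils (−0.12, SE 0.06, adjusted p = 0.084 from limma, and passing as lower at −0.25 with a pseudocount of 1). AT1G67540 had 540 ± 37.9 in pollen (2.09) and 51.8 ± 4.72 in root hairs against 99.4 ± 27.0 in siliques (−0.21, adjusted p = 0.013 from limma, a call lost without root hair replicate 2). AT3G14510 had 112 ± 14.2 in root hairs (0.59) and 58.5 ± 5.29 in pollen against 60.2 ± 15.2 in siliques (0.09, adjusted p = 0.18 from limma). The paper does not mark these 3 as enriched either. With quantile normalization or 75th percentile scaling these 3 turned higher than the mean of the 4 tissues in both cell types, as all 51 then did. The list's medians were 2.25 above that of all probe sets in root hairs and 3.31 in pollen (camera, adjusted p = 6.5e-32 and 1.4e-34, and adjusted p = 0.0042 and 0.0057 with an estimated correlation, the latter 0.075 with 75th percentile scaling). The further tissues and stages of Schmid et al. were not analysed here.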

Transcriptome analysis of growing pollen tubes of Arabidopsis has shown that there is a moderate increase in transcript diversity and abundance when comparing growing pollen tubes with hydrated pollen grains [48]. To assess if we are missing potential apical growth signature genes we crossed our list of 1814 root hair enriched transcripts with the list of genes up-regulated during pollen tube growth [48] and our 4989 genes common to mature hydrated pollen and root hairs (Additional file 3: Table S2). 34 of the 41 genes identified as being enriched in root hairs, up-regulated in growing pollen tubes and not in our apical growth list were called Absent in our pollen data and would thus potentially have to be added to our list of 277 apical growth enriched genes, if not being expressed at higher levels in the sporophytic tissues analyzed. Furthermore, in a recent study 104 genes were identified as potential polar cell expansion genes by crossing tobacco pollen tube with Arabidopsis trichoblast transcriptomic data [49]. We found 48 of those genes to be expressed in Arabidopsis pollen and root hairs, three showing enriched expression and none being selective (Additional file 4: Table S3).

**Figure 4:**
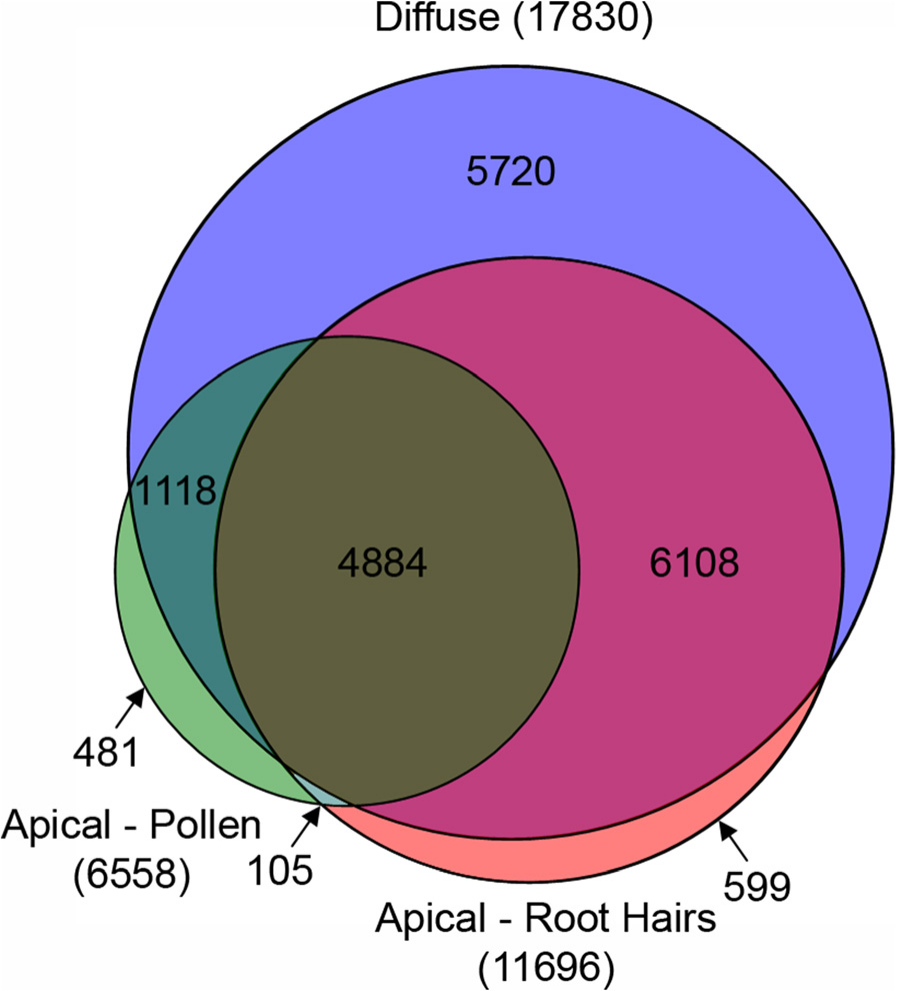
**Venn Diagram depicting the number of expressed genes (as defined by Present calls) in apical growing and diffuse cell types, and their respective overlaps.** Flowers and seedlings were excluded from this analysis, since they contain pollen and root hairs, respectively.

**Table 1:** Selectively expressed genes in apical growing cells

**Function**	**Probe set**	**AGI ID**	**Gene**	**Pollen**	**Root hair**	**Enriched**	**FC**	**Pollen FC**	**Root hair FC**
Protein modifications	264284_at	At1g61860	Protein kinase, putative	13390	360	X	72.4	141.2	3.5
Protein modifications	249950_at	At5g18910	Protein kinase family protein	8337	261	X	56.5	110.0	3.0
Protein modifications	251433_at	At3g59830	Ankyrin protein kinase, putative	2322	279	X	19.1	34.2	3.9
Protein modifications	258832_at	At3g07070	Protein kinase family protein	795	2708	X	19.0	8.3	29.7
Protein modifications	267582_at	At2g41970	Protein kinase, putative	2680	2854	X	12.5	12.2	12.8
Protein modifications	263378_at	At2g40180	Protein phosphatase 2C, putative/PP2C, putative	1481	197	X	10.8	19.2	2.4
Protein modifications	248909_at	At5g45810	CIPK19	2006	560	X	6.4	10.2	2.6
Protein modifications	265178_at	At1g23540	Protein kinase family protein	620	133	X	6.3	10.6	2.0
Protein modifications	264127_at	At1g79250	Protein kinase, putative	347	452	X	4.3	3.8	4.7
Protein modifications	253718_at	At4g29450	Leucine-rich repeat protein kinase, putative	233	176			2.9	
Calcium signalling	245036_at	At2g26410	IQD4 (IQ-domain 4); calmodulin binding	12177	1885	X	59.5	105.5	13.6
Calcium signalling	259064_at	At3g07490	AGD11 (ARF-GAP DOMAIN 11)	4146	1254	X	17.5	27.3	7.6
Calcium signalling	254774_at	At4g13440	Calcium-binding EF hand family protein	90	173				1.8
G-protein signalling	259836_at	At1g52240	ATROPGEF11/ROPGEF11 (KINASE PARTNER PROTEIN-LIKE)	3003	282	X	51.8	95.5	8.1
G-protein signalling	260161_at	At1g79860	ATROPGEF12/MEE64/ROPGEF12 (KINASE PARTNER PROTEIN-LIKE)	3436	661	X	44.0	75.0	13.1
G-protein signalling	263458_at	At2g22290	AtRABH1d (Arabidopsis Rab GTPase homolog H1d)	458	674	X	12.2	9.4	14.9
G-protein signalling	254173_at	At4g24580	Pleckstrin homology (PH) domain-containing protein-related / RhoGAP domain-containing protein	782	164	X	4.8	8.0	1.6
G-protein signalling	266190_at	At2g38840	Guanylate-binding family protein	1383	1343	X	2.3	2.5	2.2
Cell wall proteins	263453_at	At2g22180	Hydroxyproline-rich glycoprotein family protein	5725	233	X	37.8	73.0	2.7
Cell wall Proteins	249375_at	At5g40730	AGP24 (ARABINOGALACTAN PROTEIN 24)	19904	13284	X	16.3	19.7	12.9
Cell wall proteins	259720_at	At1g61080	Proline-rich family protein	533	482	X	11.0	11.6	10.3
Cell wall proteins	246872_at	At5g26080	Proline-rich family protein	128	152	X	1.5	1.4	1.6
Cell wall proteins	245159_at	At2g33100	ATCSLD1 (Cellulose synthase-like D1)	11021	55			132.6	
Cell wall proteins	250801_at	At5g04960	pectinesterase family protein	67	8360				114.1
Cell wall proteins	251842_at	At3g54580	Proline-rich extensin-like family protein	447	150			4.2	
Cell wall proteins	265275_at	At2g28440	Proline-rich family protein	488	136			6.2	
Transcription	261643_at	At1g27720	Transcription initiation factor	540	196	X	3.1	4.7	1.6
ENTH	247941_at	At5g57200	Epsin N-terminal homology (ENTH) domain-containing protein / clathrin assembly protein-related	717	108	X	9.3	16.3	2.3
P- and V-ATPases	251405_at	At3g60330	AHA7 (ARABIDOPSIS H(+)-ATPASE 7)	654	2829	X	22.7	8.2	37.2
Lipid degradation	267439_at	At2g19060	GDSL-motif lipase/hydrolase family protein	181	396	X	3.4	2.6	4.2
Vesicle transport	259338_at	At3g03800	SYP131 (syntaxin 131)	13646	603	X	45.0	86.6	3.3
Exocyst	250204_at	At5g13990	ATEXO70C2 (exocyst subunit EXO70 family protein C2)	1428	695	X	16.4	21.1	11.7
Exocyst	245979_at	At5g13150	ATEXO70C1 (exocyst subunit EXO70 family protein C1)	3238	1780	X	15.8	20.5	11.1
Aging	249868_at	At5g23030	TET12 (TETRASPANIN12)	97	1167				19.5
Cytoskeleton organisation	266697_at	At2g19770	PRF5 (PROFILIN5)	5226	165	X	30.4	59.1	1.8
Ion transport	251053_at	At5g01490	CAX4 (cation exchanger 4)	495	342			1.8	
Isoprenoid biosynthesis	257274_at	At3g14510	Geranylgeranyl pyrophosphate synthase, putative	58	112				1.8
Microtubule-based movement	254205_at	At4g24170	Kinesin motor family protein	1216	143	X	13.0	23.5	2.5
Protein Folding	260478_at	At1g11040	DNAJ chaperone C-terminal domain-containing protein	1136	112			17.5	
Pyrophosphatase activity	266765_at	At2g46860	Inorganic pyrophosphatase, putative (soluble)	1024	598	X	10.8	14.2	7.4
Unknown	246592_at	At5g14890	NHL repeat-containing protein	7155	144	X	48.7	95.6	1.8
Unknown	260320_at	At1g63930	Similar to unknown protein (TAIR:AT4G23530.1)	1169	1495	X	18.0	15.8	20.1
Unknown	267051_at	At2g38500	Similar to DTA4 (DOWNSTREAM TARGET OF AGL15-4) (TAIR:AT1G79760.1)	4282	546	X	13.6	24.3	2.8
Unknown	256506_at	At1g75160	Similar to unknown protein (TAIR:AT5G05840.1)	958	310	X	12.8	19.9	5.6
Unknown	266674_at	At2g29620	Similar to unknown protein (TAIR:AT1G07330.1)	337	839	X	9.7	5.6	13.8
Unknown	251135_at	At5g01280	Similar to proline-rich family protein (TAIR:AT3G09000.1)	134	1001	X	7.8	1.6	14.0
Unknown	249185_at	At5g43030	DC1 domain-containing protein	346	487	X	4.8	4.0	5.6
Unknown	251047_at	At5g02390	similar to unknown protein (TAIR:AT1G07620.1)	388	321	X	4.6	5.2	4.0
Unknown	252987_at	At4g38390	Similar to unknown protein (TAIR:AT1G76270.1)	106	423				5.5
Unknown	254972_at	At4g10440	Dehydration-responsive family protein	135	144				
Unknown	260195_at	At1g67540	Unknown protein	540	51			6.5	

The first column shows the functional classification of the gene (see also Figure 7). The second column depicts the Affymetrix probe set, followed by TAIR locus (AGI ID) assigned to this probe set and gene annotation in the third and fourth column. In columns five and six the expression values for pollen and root hairs, respectively, are given. The following three columns (7 to 8) depict, if a gene is selectively and /or enriched expressed in root hairs and pollen, followed by the average of the lower confidence bound of the fold change (FC) for apical growing cells. The last two columns give the average FC of pollen and root hairs, respectively.

To validate our microarray results, we performed RT-PCR analysis for eleven of these apical growth selective transcripts. 

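AT5G04960, which encodes a pectinesterase, had the lowest intensity in pollen of the 11 transcripts, 66.6 ± 3.17 (SD, n = 2), and the highest in root hairs, 8359 ± 172. Its level in the 4 tissues was 30.9 to 47.2, and in pollen its log2 difference from their mean was 0.33 (SE 0.05, adjusted p = 2.8e-05 from limma), below the detection level. The tetraspanin TET12 had 97.9 ± 10.0 in pollen and AT5G01280 134 ± 2.63, also below that level, while AT5G18910, a protein kinase, reached 8337 ± 8.80 and ROPGEF11, an activator of ROP GTPases, 3002 ± 68.8. In root hairs the lowest was AT5G57200, a clathrin adaptor of the ENTH/ANTH family, with 108 ± 13.7, and the only one below the level.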

Ten were detected in both pollen and root hair samples, while *At5g04960* could not be amplified from our pollen cDNA sample (Figure 5), possibly reflecting its low signal value of 67 on the pollen arrays. RT-PCR analyses have additionally shown that even if a transcript is called Absent on a Genechip experiment, it might still be detected by RT-PCR. This holds true for *At2g29620*, *At5g01280* and *At1g63930*, which were detected also in ovules, seedlings and siliques, respectively (Figure 5), although the latter two are likely to be root hair- and pollen-derived, respectively. Thus it seems that ten out of eleven apical growth genes are mainly expressed in root hairs and pollen, which is a significantly positive result to allow downstream analyses based on the array data. In addition, comparing detection levels for pollen and root hair samples confirms a significant correlation between microarray data and the semi quantitative RT-PCR performed.

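On the arrays, AT2G29620 had 39.4 ± 2.62 (SD, n = 2) in ovules against 840 ± 144 in root hairs and 337 ± 5.48 in pollen. AT5G01280 had 21.6 ± 0.346 in seedlings against 1002 ± 168 in root hairs. ROH1 (At1g63930), a protein that binds the exocyst, had 42.2 ± 3.46 in siliques against 1169 ± 16.8 in pollen and 1491 ± 107 in root hairs. Less the mean of the other tissues of diffuse growth, the ovule signal of AT2G29620 was 0.792% of that in root hairs, the seedling signal of AT5G01280 −0.329% of that in root hairs, and the silique signal of ROH1 0.162% of that in pollen. All 3 signals lie far below the detection level of the arrays.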

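All 11 transcripts tested by RT-PCR were higher on the arrays in root hairs and in pollen than in each of the 4 tissues (limma). The list was chosen by the study on these samples and is not independent evidence. The strongest in root hairs after the pectinesterase were ROH1 (log2 difference 3.79), TET12 (3.48, 1166 ± 112, SD, n = 2) and AT5G01280 (3.47), and in pollen AT5G18910 (6.22), ROPGEF11 (5.13) and EXO70C2, an exocyst subunit (3.70, 1424 ± 411). RABH1d, a Rab GTPase, had 674 ± 1.07 in root hairs and 457 ± 48.5 in pollen against 25.0 to 35.1 in the 4 tissues (2.89 and 2.39). AT5G57200 was at 716 ± 6.70 in pollen (3.03) and AT1G75160 at 959 ± 29.7 (3.34). TUB4, the positive control, was itself not even across samples, with 5979 ± 93.8 in root hairs, 16232 ± 180 in pollen and 2369 ± 526 in pistils (0.65 and 2.08), a direction that did not turn under the scalings. With TUB4, the 12 transcripts had medians 3.33 and 3.31 above that of all probe sets in root hairs and pollen (camera, adjusted p = 3.0e-13 and 1.2e-11, and adjusted p = 5.3e-04 and 8.6e-04 with an estimated correlation).

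**Figure D2:**
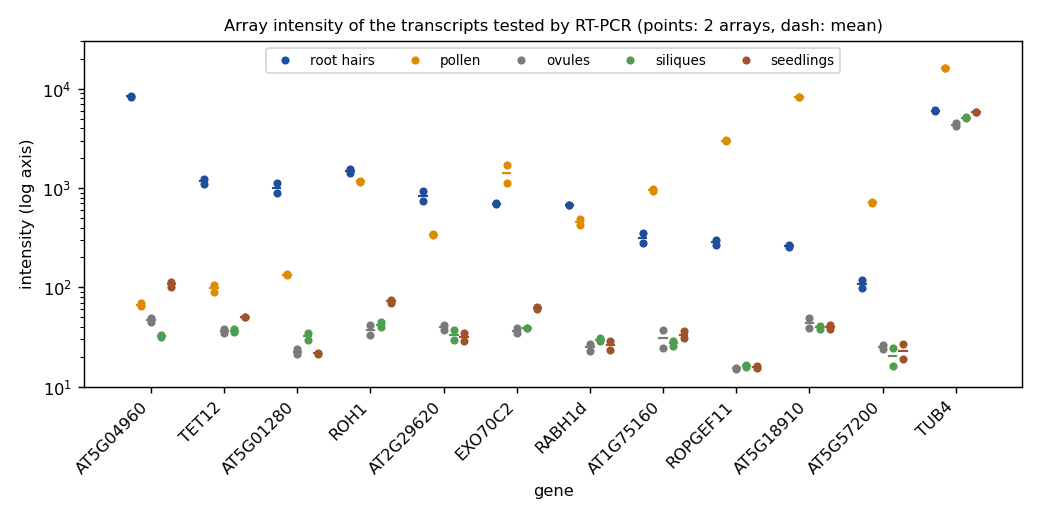
Array intensity (log axis) of the 11 transcripts tested by RT-PCR and of TUB4 in root hairs, pollen, ovules, siliques and seedlings. Points are the 2 arrays of a sample type and dashes their mean. AT5G04960 spans from 8359 in root hairs to 66.6 in pollen, and the lowest of the 5 means of TUB4 is 4344, in ovules.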

**Figure 5:**
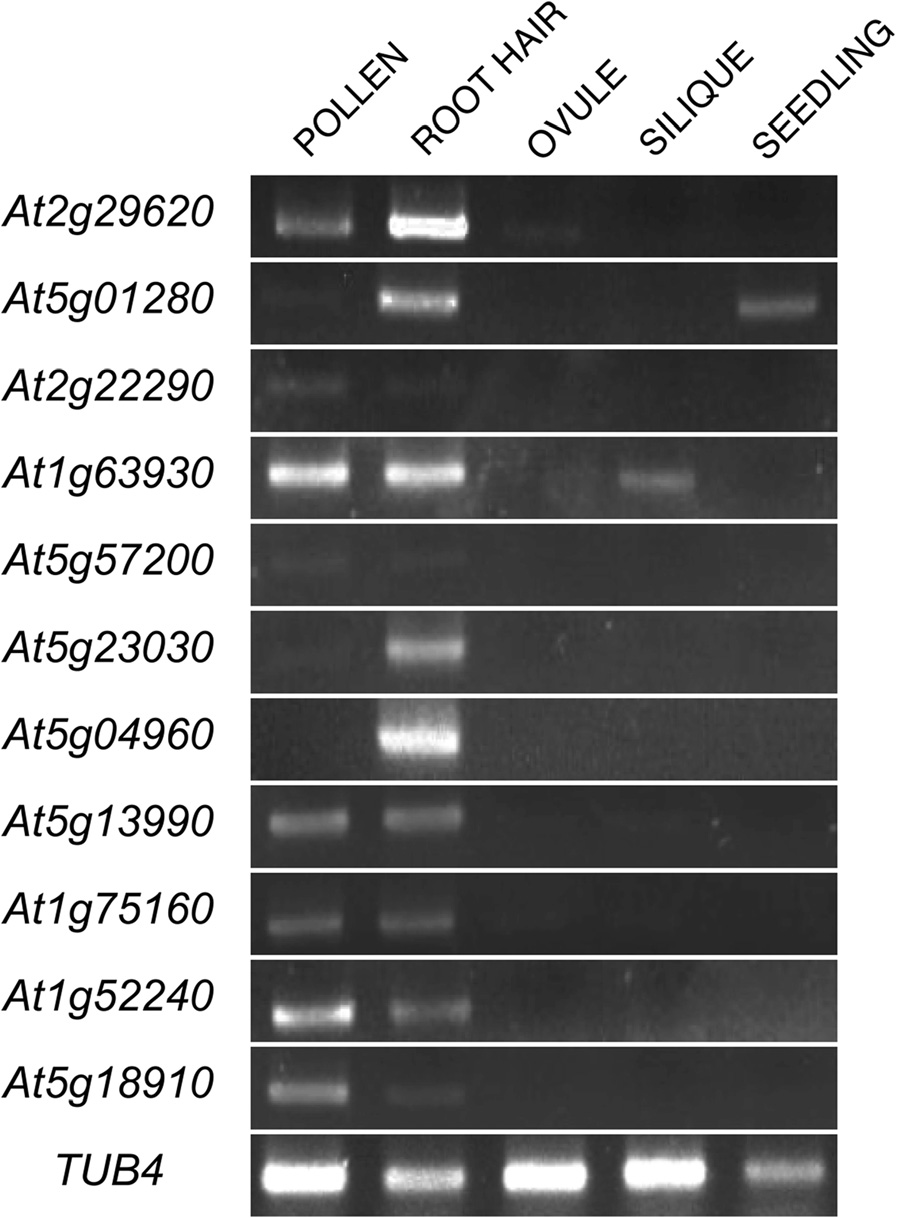
**RT-PCR analysis.** Gel figures for ten genes whose expression was detected only in pollen and root hair samples but not in vegetative tissues (ovule, silique and seedling) by microarray. *TUB4* - tubulin β-4 chain (*At5g04180*) was used as positive control.

Next we asked if genes expressed in both pollen and root hairs are functionally skewed towards biological process classes known or expected to be involved in apical cell growth. Our comparative Gene Ontology analysis showed that genes involved in membrane lipid metabolism and vesicle-mediated transport are over-represented in apical growing cells (Figure 6 and Additional file 5: Table S4). In addition energy metabolism, represented by the classes oxidative phosphorylation, mitochondrial transport and coenzyme metabolism, as well as signal transduction, comprising the classes response to reactive oxygen species, small GTPase signaling and biopolymer modification, are over-represented functions in these cell types. 

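The paper's over-representation concerns which genes are expressed in both cell types. Levels against the 4 tissues are another measure, so the splits below do not test it. The members of these classes in Table S4 moved both ways against the 4 tissues. PLDDELTA, a phospholipase D, was at 4220 ± 540 (SD, n = 2) in root hairs and 6970 ± 15.2 in pollen (log2 differences 2.55 and 3.27). MIPS2, which makes inositol phosphate, fell in root hairs by 2.82 to 215 ± 2.29, and MGD1, which makes galactolipids of the chloroplast, by 2.21 to 165 ± 2.90. AT3G51730, a saposin-like protein, was at 7200 ± 19.6 in root hairs (1.75) but 228 ± 11.2 in pollen (−2.85). Splits of members depend on the scale of the arrays. In pollen the median of all probe sets was −0.60, but 0.05 with quantile normalization and 0.58 with 75th percentile scaling. Of 21 members of membrane lipid metabolism, 10 were higher and 10 lower in root hairs (11 and 8 with quantile normalization, 11 and 7 with 75th percentile scaling), and 5 were higher and 15 lower in pollen (14 and 5, and 14 and 4). Of 51 members of vesicle-mediated transport, 22 were higher and 23 lower in root hairs (33 and 10, and 42 and 1, and 24 and 20 without root hair replicate 2), and 12 were higher and 36 lower in pollen (28 and 15, and 33 and 12). Of 17 exocyst genes, 10 were higher and 4 lower in root hairs (15 and 2 under either scaling), while in pollen 3 were higher and 12 lower (7 and 7, and 10 and 5). EXO70H1 reached 1526 ± 248 in root hairs (3.62) and EXO84B was at 1205 ± 46.1 in root hairs (0.85) and 57.4 ± 7.75 in pollen (−2.45). Counts adjusted over each list alone were equal, and the classes were drawn by the study from transcripts present in both cell types, so they are not independent evidence. In root hairs the medians relative to all probe sets were 0.60 for vesicle transport (camera, adjusted p = 2.9e-05, and adjusted p = 0.028 with an estimated correlation), 1.35 for the exocyst (3.9e-05, and adjusted p = 0.032 with an estimated correlation, a call lost at 0.063 with quantile normalization) and 0.59 for membrane lipids (0.056). In pollen the medians of the 3 lists were −0.50, −0.23 and −0.21 (camera, adjusted p = 0.81, 0.86 and 0.80). Members enriched in both cell types numbered 4 for membrane lipids, 4 for vesicle transport and 2 for the exocyst.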

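Members of the energy classes moved both ways in root hairs. SDH2-1, a subunit of succinate dehydrogenase, was at 7065 ± 164 (SD, n = 2; log2 difference 2.82) and CI51, a subunit of respiratory complex I, at 4026 ± 198 (0.85), while in pollen CI51 was at 149 ± 1.84 (−3.36). Of 29 members of oxidative phosphorylation, 22 were higher and 5 lower in root hairs (24 and 4 with quantile normalization, 24 and 3 with 75th percentile scaling), and 5 were higher and 22 lower in pollen (12 and 14, and 15 and 12). Of 59 of coenzyme metabolism, 38 were higher and 17 lower in root hairs (48 and 10, and 48 and 9), and 12 were higher and 45 lower in pollen (24 and 30, and 31 and 25). FBA8, an aldolase of glycolysis, was at 9973 ± 269 in root hairs (1.27) and 157 ± 25.3 in pollen (−4.19), and GSH2, a glutathione synthetase, at 141 ± 13.4 and 129 ± 7.72 (−3.43 and −3.51). Of 21 of mitochondrial transport, 9 were higher and 8 lower in root hairs, and 7 were higher and 12 lower in pollen (12 and 4, and 15 and 5 with quantile normalization, 13 and 7, and 17 and 3 with the scaling). Without root hair replicate 1 the split in root hairs was 7 and 8. Its member PNC2, a carrier of the peroxisome, had 1400 ± 71.1 and 722 ± 6.58 (1.84 and 0.95). The medians relative to all probe sets in root hairs were 1.17 for oxidative phosphorylation (camera, adjusted p = 1.0e-09, and adjusted p = 0.0038 with an estimated correlation), 1.05 for coenzymes (8.1e-10, and adjusted p = 0.0042 with an estimated correlation) and 0.48 for mitochondrial transport (0.028, but adjusted p = 0.065 with an estimated correlation, and 0.094 and 0.080 under the scalings with the preset one). In pollen the medians of the 3 classes were −0.72, −0.82 and 0.11 (camera, adjusted p = 0.24, 0.27 and 0.42). The study drew these classes from transcripts present in both cell types. Against all probe sets this alone favours higher values, so the tests are not independent evidence.

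**Figure D3:**
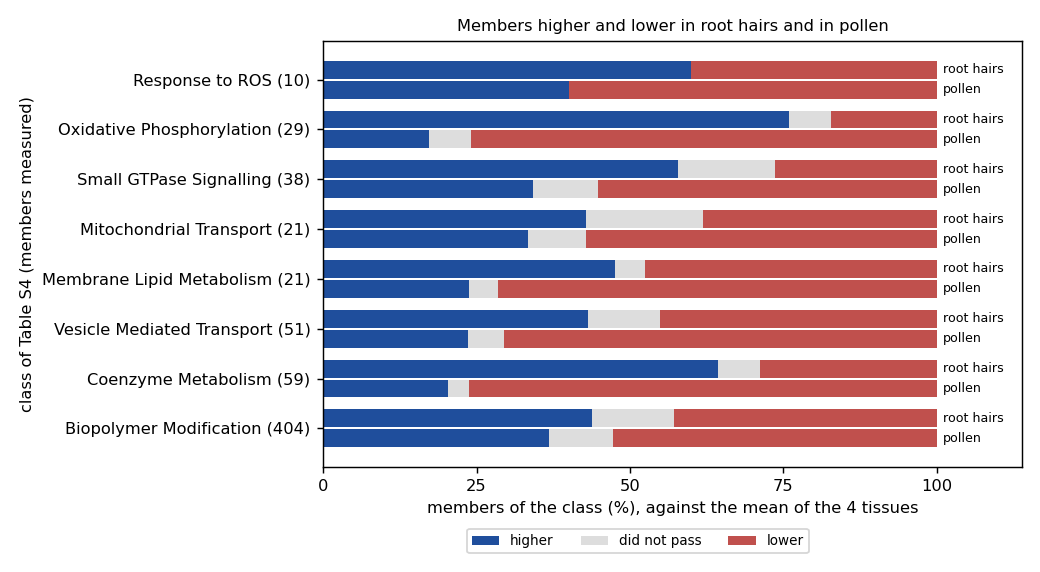
Share of the measured members (horizontal axis, %) of each class of Table S4 that were higher, lower or did not pass the test against the mean of the 4 tissues, in root hairs (upper bar) and pollen (lower bar), from 2 arrays per sample type. In oxidative phosphorylation 22 of 29 members were higher in root hairs and 22 were lower in pollen. The pollen splits of all 8 classes turn to more higher than lower members with 75th percentile scaling. That scaling also moved the median of all probe sets in pollen from −0.60 to 0.58. The splits therefore do not compare a class with the other probe sets.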

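Among the signalling classes, RABA1e, a Rab GTPase, was at 2006 ± 260 (SD, n = 2) in root hairs (log2 difference 3.86) and SGP2, a small GTPase, at 622 ± 26.2 in root hairs and 9356 ± 630 in pollen (2.00 and 5.76). RABE1e fell in both, to 125 ± 32.8 and 69.4 ± 5.76 (−2.26 and −2.72). Of 38 members of small GTPase signalling, 22 were higher and 10 lower in root hairs (30 and 5 with quantile normalization, 33 and 2 with 75th percentile scaling). In pollen 13 were higher and 21 lower (22 lower when adjusted over the list alone), which turned to 24 and 10, and 27 and 6. Of the 10 members of the response to reactive oxygen species, 6 were higher and 4 lower in root hairs (7 and 3 under both), and 4 were higher and 6 lower in pollen (5 and 3 with the scaling). SAG21 was at 8110 ± 663 and 20715 ± 92.5 (3.63 and 4.98), LSD1, a regulator of cell death, at 1029 ± 125 and 7418 ± 33.4 (0.82 and 3.59), and CAT3, a catalase, at 147 ± 5.42 and 403 ± 30.8 (−4.67 and −3.55). Of 404 members of biopolymer modification, 177 were higher and 173 lower in root hairs (280 and 80, and 291 and 73, and 162 and 171 without root hair replicate 1), and 149 were higher and 213 lower in pollen (282 and 89, and 305 and 61). Of 6 genes for ROP GTPases and their activators, 4 were higher and 2 lower in root hairs (4 and 1 under both and without dim probe sets, and 2 and 2 without root hair replicate 1), and 3 and 2 in pollen (3 and 3, and 4 and 2, and 3 and 3 without pistil or silique replicate 1), led by ROPGEF12 at 666 ± 69.0 and 3440 ± 207 (2.80 and 5.05). Of 11 genes for NADPH oxidases and receptor kinases of the CrRLK1L family, 5 were higher and 2 lower in root hairs (7 and 1, and 9 and 1), led among those kinases by AT5G61350 (1463 ± 441, 3.47), and 5 and 4 in pollen (5 and 4, and 9 and 2, and 5 and 2 without pollen replicate 1), led by ANX2 (10004 ± 314, 6.60) and ANX1 (4520 ± 135, 5.22), which keep the pollen tube intact. The other counts adjusted over each list alone were equal, and the classes of Table S4 are not independent evidence. In root hairs the medians relative to all probe sets were 0.85 for GTPases, 0.52 for biopolymers, 1.29 for reactive oxygen, 0.86 for ROP genes and 0.49 for oxidases and receptors. The adjusted p from camera was 1e-07 for GTPases and 1.5e-08 for biopolymers (adjusted p = 0.0096 with an estimated correlation for both), 0.012 for reactive oxygen (adjusted p = 0.12 with an estimated correlation), 0.022 for ROP genes (adjusted p = 0.065 with an estimated correlation) and 9.96e-04 for oxidases and receptors (adjusted p = 0.018 with an estimated correlation, but 0.063 with quantile normalization). With the preset correlation, the calls for reactive oxygen and ROP genes were lost with quantile normalization (adjusted p = 0.19 and 0.27) and 75th percentile scaling (0.13 and 0.12). In pollen the medians were 0.00, 0.27, −0.50, 0.91 and 0.66 (camera, adjusted p = 0.24, 6.3e-04, 0.46, 0.078 and 0.0016), and the call for biopolymers was lost (adjusted p = 0.10 with an estimated correlation, which passed at 0.0038 and 0.0056 under the scalings). For oxidases and receptors the call was kept with the estimated correlation (adjusted p = 0.032 with an estimated correlation) but lost with the preset one under quantile normalization (0.29) and 75th percentile scaling (0.27). Over all lists and both cell types, 28 of 46 tests were called with the preset correlation and 17 with an estimated one.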

Most but not all of these classes are statistically significantly enriched even when the complete set of genes in the root hair and pollen transcriptome, respectively, are analyzed separately (Figure 6).

**Figure 6:**
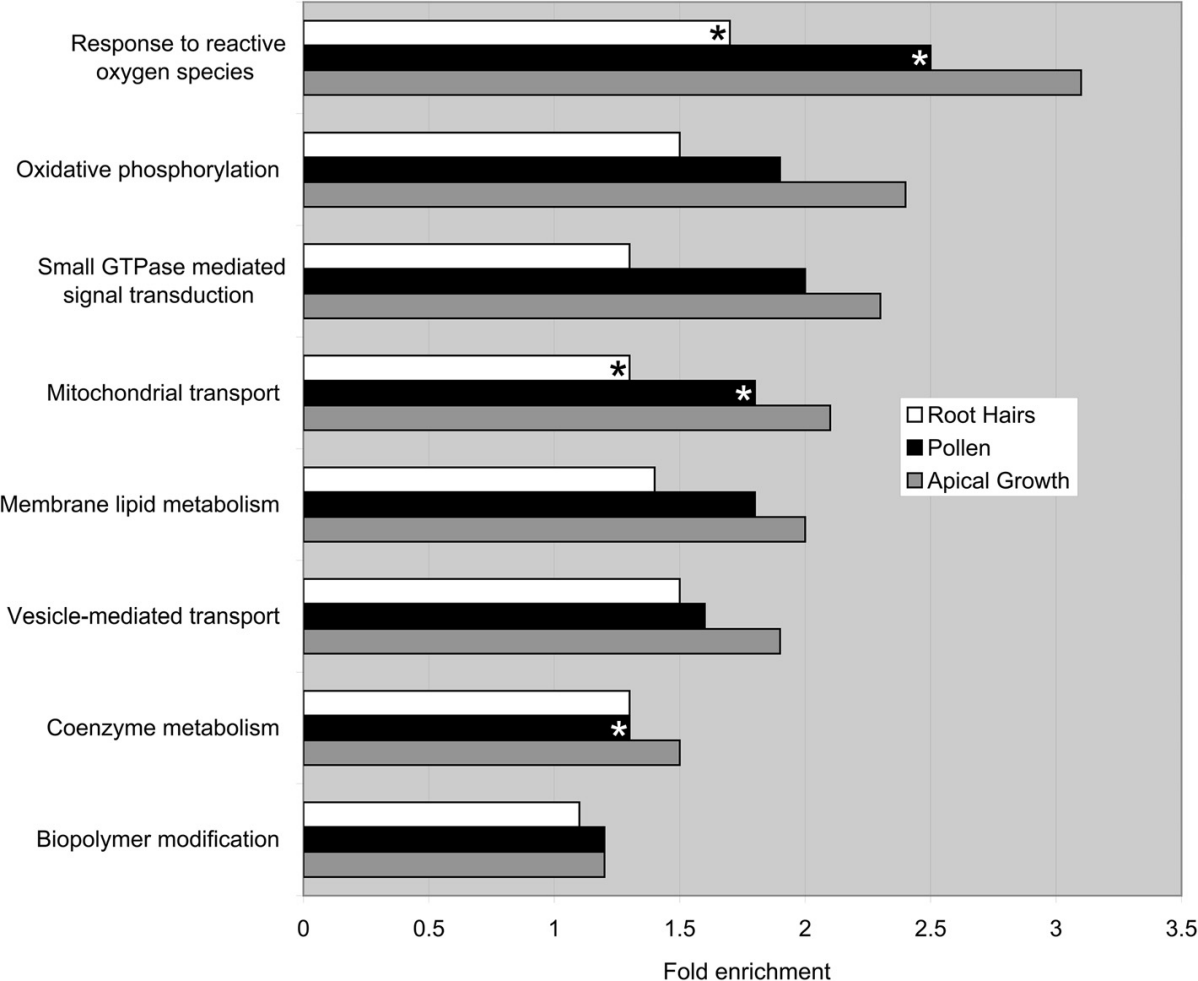
**Functional enrichment analysis of genes expressed in root hairs, in pollen and in both (apical growth) based on Gene Ontology biological process terms.** An asterisk denotes classes that are not statistically significantly enriched in the particular cell type. See Additional file 5: Table S4 for a list of the genes comprising the classes in apical growth.

The MapMan tool [50] was used to map differential gene expression in apical versus diffuse growing cell types on the most relevant gene families (Figure 7 and Additional file 6: Table S5). This detailed gene family and pathway analysis facilitates the identification of primary targets for reverse genetics confirmation of a possible role for respective gene products in apical cell growth.

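All 74 probe sets of Table S5 were enriched in root hairs and in pollen against each of the 4 tissues (limma), as the study chose them on these samples, which makes their direction no independent evidence. The 34 of protein modification had a median log2 difference of 1.55 in root hairs and 2.62 in pollen, with AT1G61860 at 360 ± 26.1 (SD, n = 2) and 13392 ± 48.5 (1.63 and 6.60). The 11 of calcium signalling had medians of 2.39 and 1.57, with ranges of 0.86 to 3.76 in root hairs and 0.26 to 6.41 in pollen. The 7 of G-protein signalling had medians of 1.36 and 2.39, the 5 with an ENTH domain 1.28 and 3.03, and the 5 of transcription 1.32 and 2.44. For the 4 P- and V-ATPases the medians were 2.01 and 1.08, led by the proton pump HA7 at 2830 ± 130 in root hairs (4.59). The pairs of vesicle transport (1.48 and 3.96), phosphoinositide signalling (1.67 and 2.23) and cell wall precursors (1.23 and 2.79) were higher in pollen by their medians. Over the 74, the median lay 2.05 above that of all probe sets in root hairs and 3.08 in pollen. After quantile normalization 73 remained higher in pollen than the mean of the 4 tissues, and 74 in root hairs.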

**Figure 7:**
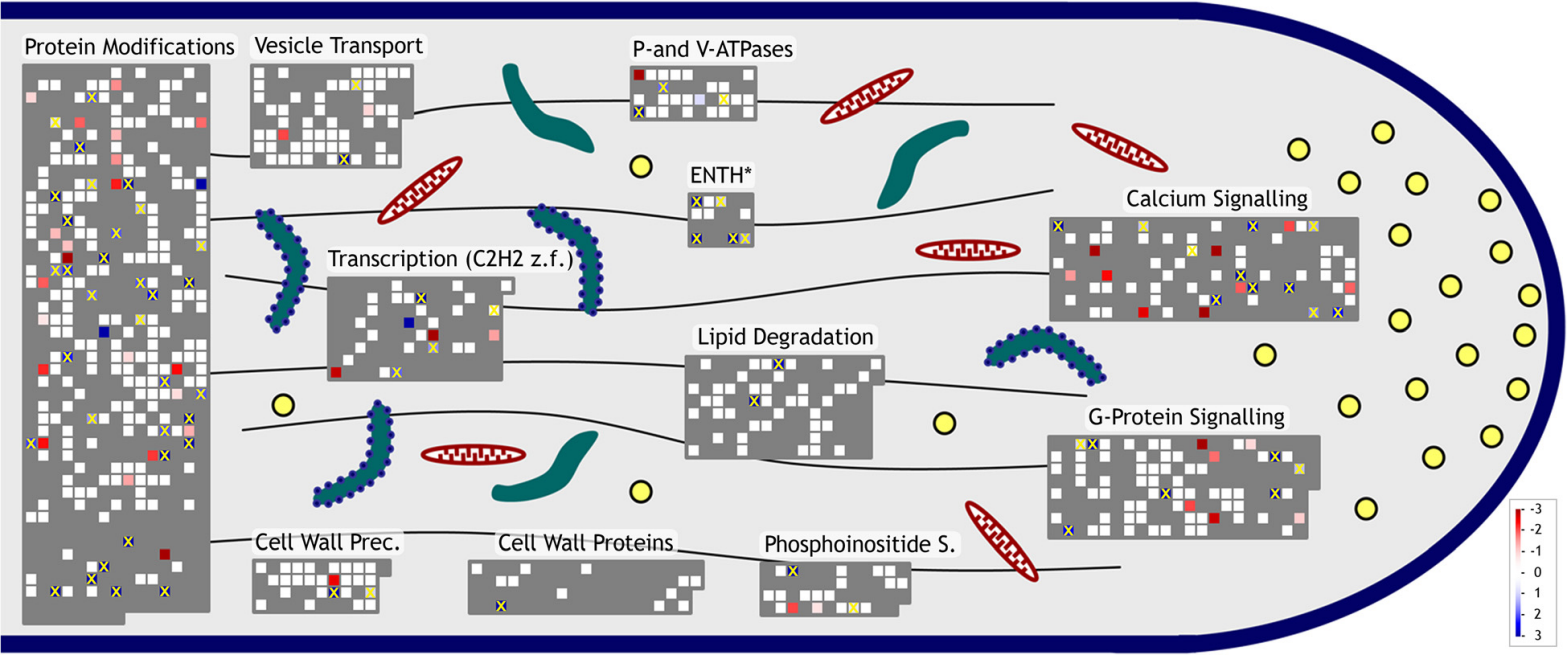
**Gene family analysis of apical versus diffuse growing cell types.** Gene expression data from root hairs and pollen relative to siliques, pistils, ovules and leaves are shown on a scheme depicting shank and tip of an apical growing cell. Genes are symbolized by color-encoded squares (red, down-regulation; blue, up-regulation; white, present call in root hairs and pollen, but no concordant change; grey, Absent call in pollen and/or root hairs; X, selective expression in root hairs and pollen). Abbreviation: ENTH, Epsin N-Terminal Homology domain-containing protein; Prec., Precursor; z.f., zinc finger; S., Signalling.

### Promoters of genes that define the apical growth signature share common cis-elements

The identification of conserved *cis*-regulatory elements is important to understand regulatory networks and combinatorial gene expression. To identify conserved motifs associated with the apical growth gene expression signature, we analysed the promoter regions of apical growth selective genes. In order to overcome recognized limitations of most motif discovery tools available, from which different motifs are obtained after each run, we performed promoter sequence analysis using two different tools, and compared the results based on sequence consensus alignment and annotation to different plant promoter databases. As expected, different motifs were detected by Musa [51] and Promzea [52] as overrepresented in the promoters of apical growth genes (Figure 8). While we were not able to find correspondence to many of the motifs identified by Musa within the publicly available plant promoter database PLACE [53], it was possible to identify the most statistically significant consensus sequences detected by Promzea using STAMP [54]. We found common elements such as the TATA box and pyrimidine patch (Y Patch) elements [55]-[57] that generally appear near the transcriptional start site (TSS). This might be the case for the TCTTCT and TTCTCT motifs (Figure 8), which probably form part of the higher plant-specific core promoter element Y Patch. Musa was able to detect the AGAAA motif, which is a *cis*-regulatory element of the *Lat52* promoter that is preferentially active in the vegetative cell during pollen maturation [58].

**Figure 8:**
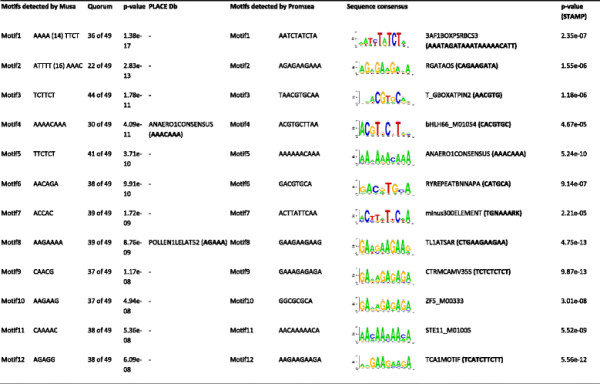
**Motifs reported by MUSA[**[51]**]and Promzea[**[52]**]for 49 promoter sequences of apical growth selective genes.** Motifs detected by MUSA are ranked by p-value, highlighting correspondence to *cis*-elements summarized in PLACE database [53]. The quorum value shows the number of query sequences in which a certain motif stands. The sequence consensus for each motif detected by Promzea was compared to known plant promoter database by STAMP [54], and the results were ranked by p-value. Only the most significant result is shown.

Interestingly, the only motif detected by both tools was A*AAACAAA,* a *cis*-element that was previously detected in the promoters of genes whose expression is induced anaerobically [59]. It is likely that both pollen tube and root hairs growth might sometimes suffer hypoxia, owing to submergence either inside sporophyte tissues or by water flooding, respectively. In fact, an alternative to mitochondrial respiration has been previously characterized in species with bicelullar pollen such as tobacco and petunia [60]-[63]. Oxygen availability was never a limiting factor for pollen germination in vitro, while ethanol fermentation either involving alcohol dehydrogenase (ADH) and pyruvate carboxylase (PDC) pathways were demonstrated to be essential for pollen tube growth and fertilization. Taken together, our results suggest that maintaining apical growth mechanisms synchronized with energy yielding might require a combinatorial network of transcriptional regulation.

## Discussion

Cell growth takes place at a restricted area at the cell apex in pollen tubes and root hairs, a process called tip or apical growth [13],[14]. While many components of the mechanism required for growth of these extremely polarised cells also occur in other cell types that grow by diffuse growth, our analysis of the root hair and pollen transcriptome demonstrates that tip growing cells are defined by a common set of proteins that carry out activities required for tip-growth. We propose that the core set of genes that comprise this apical signature encode proteins that are active in a variety of cellular activities that are required for this mode of cell elongation.

As part of this study we have developed a novel method to isolate growing and mature root hairs directly from seedlings. It circumvents problems associated with methods used in other studies aiming at identifying root hair-rich expression, e.g. by relying on mutants with decreased or increased abundance of root hairs [34]-[36] or on FACS sorted cells or nuclei [6],[7],[31]-[33],[36]. Altered transcriptional profiles due to the mutations or due to the extensive manipulations needed before FACS in combination with the limitation in purity for the FACS approaches might explain the limited overlap of our root hair enriched gene list with comparable lists from these studies. Further confounding factors are technical differences like the platforms used (RNAseq or different microarrays) and the tissue types used to identify enriched or selective expression. Given these restrictions the 82% overlap with the 153 “core set hair genes” identified by Bruex et al. [36] is remarkable and validates our approach.

It is long known that the growth in both pollen tubes and root hairs is accompanied by similar physiological processes (reviewed by [20]). Probably the best characterised is the formation of a tip-high gradient of cytoplasmic calcium in both cell types and that is required for growth (reviewed by [17],[64]). This local elevation in cytoplasmic calcium concentration is believed to be formed as a result of the activity of channels that transport calcium ions from the outside of the cell to the cytoplasm in the apical region of the cell [65]. It is likely that other physiological processes that are specific to tip growing cells exist and remain to be identified. Our analysis of the pollen and root hair transcriptome has identified sets of genes that are common to elongating pollen tubes and root hairs and may thus define such a suite of apical growth-specific processes. This increases significantly a previously defined list of 104 potential polar cell expansion genes [49]. The genes we have identified encode proteins active in a variety of processes, including signalling, cell wall modification, oxidative phosphorylation, mitochondrial transport and coenzyme metabolism. We therefore propose that the apical-growth gene expression signature defines a suite of cellular activities that, like the tip high calcium gradient, are required for the extension of tip growing cells.

Among the processes that are defined by the apical transcriptome are genes involved in signalling processes that control growth. GTPases are key regulators of signalling cascades in cells that play important roles in the co-ordination of cellular activities during growth (reviewed in [66],[67]). The Rab GTPase homolog H1d (At2g22290) for example is a selectively expressed component of our apical growth signature and has been identified by Lan *et al*. [32] as potential key component of a Rho-signaling network in root-hair differentiation. Reactive oxygen species play important roles in signaling and cell wall modification during growth of pollen tubes and root hairs and genes that are induced in response to reactive oxygen species are components of the apical-growth signature [68]-[70]; reviewed in [17]. It is likely that they are active in aspects of ROS-regulated apical growth in these cell types [71]. We propose that these different sets of signalling modules are central components of the apical growth mechanism.

The coordinated expression of genes in pollen tubes and root hairs likely involves a common set of regulatory elements. *Cis*-regulatory elements in the DNA sequence surrounding a gene play important roles in the control of gene expression. Different *cis*-regulatory elements are required for the induction of gene expression in different cell types or in response to changes in environmental conditions. For example short WHHDTGNNN(N)KCACGWH elements occur in the promoters of genes that are expressed in the root hair of Arabidopsis [35]. Our analysis demonstrates that there are conserved *cis*-regulatory elements in the promoters of genes that are expressed in pollen tubes and root hairs. We found the A*AAACAAA cis*-regulatory element that is found in genes whose transcription is induced in anaerobic conditions. This is consistent with the hypothesis that tip growing cells suffer anoxia, an hypothesis long set forth for pollen tubes [72], and known to have specific adaptions in root hairs [73]. These conserved *cis*-regulatory elements are likely required for the expression of genes of the apical signature, but given the divergent results of the two prediction tools experimental validation will be needed.

## Conclusions

Together our analyses of the pollen tube and root hair transcriptome indicate that there is a core of 277 genes whose expression is higher in these cell types when compared to others in the plant. We propose that the proteins that are encoded by these genes define activities that are common to both cell types. We predict that like the tip-high calcium gradient and the apical production of reactive oxygen species that are required for growth in these cells, these activities will define cellular processes that are required for the growth of tip-growing cells in land plants. Given that the tip-high calcium gradient also occurs in other organisms such as fungi (see for example [74]), future research will define if the processes regulated by genes of the apical signature are active in other tip growing cells of eukaryotes.

## Methods

### Plant growth conditions

Seeds for root hair isolation were sterilized in 5% sodium hypochlorite, washed by water and sown on half strength Murashige and Skoog (Duchefa, Haarlem, The Netherlands) medium (pH 5.8) containing 1% sucrose and 0.8% phytagel.

### Root hair RNA isolation and RT-PCR

The scheme of isolating root hairs is shown in Figure 1. Four to five surface-sterilized seeds of *Arabidopsis thaliana* Columbia (Col-0) were sowed on a 3 cm-diameter cellophane disc of type 325P (AA packaging Ltd, Preston, UK), placed on growth media and incubated horizontally under continuous light for 4 to 5 days. The discs on which plants grew were frozen for 1-2 seconds on an aluminium tower (20 cm height) half-sunk in liquid nitrogen (Figure 1). A small flat paint brush was used to carefully remove the leaves, hypocotyls and roots from the frozen plant tissue, except for root hairs that were retained on the discs. These hairs were collected in RNA extraction buffer. Contaminating root tips were removed under a stereomicroscope.

Total RNA from root hairs was isolated by RNeasy Mini extraction kit (Qiagen, Hilden, Germany) and integrity was confirmed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay (Agilent Technologies, Palo Alto, CA). Total RNA was reverse-transcribed by Superscript II reverse transcriptase (Invitrogen, Paisley, UK) and used for RT-PCR.

For confirmation of selective expression of apical growth genes we used cRNA amplified from pollen, root hair, ovule, silique and seedling samples to prepare double-stranded cDNA. Five nanograms of each template cDNA were subsequently used in reactions of 35 PCR cycles. The primer sequences for all RT-PCRs are shown in Additional file 7: Table S6.

### Target synthesis and hybridization to Affymetrix GeneChips

The GeneChip experiment was performed with biological duplicates. Root hair total RNA was processed for use on Affymetrix (Santa Clara, CA, USA) Arabidopsis ATH1 genome arrays, according to the manufacturer’s Two-Cycle Target Labeling Assay. Briefly, 100 ng of total RNA containing spiked in Poly-A RNA controls (GeneChip Expression GeneChip Eukaryotic Poly-A RNA Control Kit; Affymetrix) was used in a reverse transcription reaction (Two-Cycle DNA synthesis kit; Affymetrix) to generate first-strand cDNA. After second-strand synthesis, double-stranded cDNA was used in an *in vitro* transcription (IVT) reaction to generate cRNA (MEGAscript T7 kit; Ambion, Austin, TX). 600 ng of the cRNA obtained was used for a second round of cDNA and cRNA synthesis, resulting in biotinylated cRNA (GeneChip Expression 3’-Amplification Reagents for IVT-Labeling; Affymetrix). Size distribution of the cRNA and fragmented cRNA, respectively, was assessed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay.

15 μg of fragmented cRNA was used in a 300-μl hybridization containing added hybridization controls. 200 μl of mixture was hybridized on arrays for 16 h at 45°C. Standard post hybridization wash and double-stain protocols (EukGE-WS2v5_450) were used on an Affymetrix GeneChip Fluidics Station 450. Arrays were scanned on an Affymetrix GeneChip scanner 3000.

### GeneChip data analysis

Scanned arrays were first analyzed with Affymetrix GCOS 1.4 software to obtain Absent/Present calls using the MAS5 detection algorithm. Based on a non-parametric statistical test (Wilcoxon signed rank test) it determines whether significantly more perfect matches show more hybridization signal than their corresponding mismatches, leading to a detection call (Absent (A), Present (P) or Marginal (M)) for each probe set [75]. Transcripts were considered as expressed, if their detection call was “Present” in at least one of the two replicates. Subsequently the 16 arrays used in this study (root hairs; [5],[46]) were analyzed with dChip 2006 (https://sites.google.com/site/dchipsoft/) as described in [5] with the only difference that no filter for high variation within the replicates was applied. Annotations were obtained from the NetAffx database (www.affymetrix.com) as of July 2007. The raw data is available at Gene Expression Omnibus under the series number GSE38486 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38486).

CEL files containing raw expression data of single cell types from roots [6],[47] were obtained from the AREX database (www.arexdb.org) and detection calls analyzed as described above.

Expression data obtained with dChip were imported into Partek Genomics Suite 6.07 for 3D principal component analysis and hierarchical clustering. For the latter Pearson’s dissimilarity was used to calculate row dissimilarity and Ward’s method for row clustering. Additional CEL files from [33] were combined with CEL files in this study, analysed with dChip and expression values imported into Chipster 2.12 [76]. Results of PCA analysis were visualized as scatter plots using Origin 9.

Functional annotation tools of DAVID [77] were employed for enrichment analysis of Gene Ontology (GO) terms (biological process; GO level 5) with the following thresholds: Count ≥2; EASE (modified Fisher Exact P-value) ≤0.05; Benjamini-Hochberg ≤0.05, False Discovery Rate ≤10%. Subsequently genes comprising enriched GO terms were subjected to functional annotation clustering followed by manual analysis to identify GO terms with gene lists showing more than 50% overlaps. For GO terms, for which such high redundancy was identified, only the most representative GO terms were retained.

### Promoter analysis

In order to enhance effectiveness for motif finding, we have delimitated the promoters of apical growth selective genes to -1,000 bp upstream of start codon or predicted transcriptional start sites (TSS), and downstream of adjacent genes if the intergenic regions were less than 1,000 bp. Sequences were obtained from Athena database [78], and predicted TSSs from PlantPromoterDB (ppdb) [79]. Promoter sequences were analyzed by MUSA [51] and Promzea [52], using default values for each parameter. MUSA’s output has shown the distribution of motifs detected through each uploaded sequence (Quorum), ranked by p-value. Detected sequences were queried against PLACE database [53] to find correspondence with previously reported elements. Promzea’s output was compared to known promoter motif databases using STAMP [54].

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JB, ST and FS did experiments and performed the bioinformatic analysis of the data. JB, LD and JF conceived the project, participated in the design of the study and wrote the manuscript. All authors read, corrected and approved the final manuscript.

## Additional files

## Supplementary Material

Additional file 1: Figure S1. Principal component analysis of Arabidopsis transcriptome data. Expression values for 22.800 genes are projected onto the first two principal components (PC1 and PC2). **(A)** The same 8 tissue/cell types as in Figure 1, showing a clear separation of pollen and root hairs from the other tissues. **(B)** Samples as in a, but adding root cell types from Dinneny et al. [33]: A, columella root cap; B, cortex; C, endodermis and quiescent center; D, epidermis and lateral root cap; E, protophloem; F, stele. Click here for file

Additional file 2: Table S1. Data underlying PCAs in Additional file 1: Figure S1, including variance and loadings. Click here for file

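The component scores of the 8 sample types in Table S1 can be set beside those from the deposited intensities. The first 3 components of the table carry, as the paper's values, 53.1%, 20.8% and 11.8% of the variance. From log2(intensity + 1) they came to 53.4%, 20.8% and 11.7%, with scores on the first component of 159 for root hairs and 246 for pollen. The root cell types were not analysed here.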

Additional file 3: Table S2. List of 1814 genes showing enriched expression in root hairs and its overlap with “root hair genes” or pollen tube up-regulated genes as defined in other studies. Click here for file

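The first 931 of the 1814 rows of Table S2 were read, which give a signal for each array. Their ratio to the deposited intensity of the same array had a median of 1.12 to 1.13 for root hairs, leaves and siliques, 1.23 and 1.26 for the pistil arrays and 1.33 for ovules. The factor differed between sample types, so ratios between root hairs and ovules or pistils in this table are not those of the deposited intensities. No set test was run on the part read.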

Additional file 4: Table S3. Detailed expression date for 4989 transcripts expressed both in root hairs and pollen. In addition information is provided whether a gene is selectively expressed in growing cells, enriched, or depleted. The average fold change (FC*) is given as the lower confidence bound fold change of all relevant comparisons. Transcript that are selectively expressed based on our data set, but not if compared with publicly available ATH1 datasets are denoted with “(X)^#^”. Click here for file

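The first 1998 of the 4989 rows of Table S3 were read. Their signals lie close to the means of the 2 deposited arrays of a sample type, with a median ratio of 0.9992 for root hairs (5th to 95th percentile 0.987 to 1.01) and 0.9996 to 0.9997 for pollen, leaves, pistils, ovules and siliques. The 102 signals of Table 1 lay between 0.993 and 1.03 times the deposited means. The fold changes of the table are lower confidence bounds, as its legend states, while the log2 differences given here are estimates on log2(intensity + pseudocount).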

Additional file 5: Table S4. Genes used for comparative Gene Ontology analysis, sorted in their respective functional classes. Click here for file

Additional file 6: Table S5. Selectively expressed and enriched genes in apical growing cells. The first column shows the functional classification of the gene (see also Figure 7). The second column depicts the Affymetrix probe set, followed by TAIR locus (AGI ID) assigned to this probe set and gene annotation in the third and fourth column. In columns five and six the expression values for pollen and root hairs, respectively, are given. The following three columns (7 to 8) depict, if a gene is selectively and /or enriched expressed in root hairs and pollen, followed by the average of the lower confidence bound of the fold change (FC) for apical growing cells. The last two columns give the average FC of pollen and root hairs, respectively. Click here for file

Additional file 7: Table S6. Primer sequences used for RT-PCR on root hair samples and for confirmation of selectively expressed apical growth transcripts. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

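The intensity values are those deposited by the authors for 16 ATH1 arrays, 2 biological replicates of each of 8 sample types: root hairs, pollen, leaves, seedlings, siliques, flowers, ovules and unpollinated pistils. The submitters' processing notes name GCOS 1.4 and MAS5 for image analysis and detection calls. By the paper's methods the authors computed model-based expression with dChip, which normalizes the arrays. The values are linear intensities, and no probe-level step was repeated. Detection calls of the single arrays and data of other studies were not used here.

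From these values, log2(intensity + 71.9) was computed, where the pseudocount is the median over arrays of the 20th percentile of each array. Of 22810 probe sets, 64 controls were left out and 22746 tested. The fit used R 4.3.3 and limma 3.58.1, with 1 mean per sample type, 8 residual degrees of freedom and a mean-variance trend in the empirical Bayes step. Root hairs and pollen were each compared with leaves, pistils, ovules and siliques, and with their mean, and p was adjusted by the Benjamini-Hochberg method. A probe set was enriched where it was higher, and depleted where it was lower, than each of the 4 tissues at an adjusted p under 0.05. Gene lists were tested with camera of limma at a preset correlation of 0.01 and with an estimated one. A probe set was above the detection level at 3 times the pseudocount, 216. Principal components and Ward clustering on 1 minus the Pearson correlation used the means of the 8 sample types. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6.

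Genes were named from the platform annotation (13436 probe sets), by symbol alone (77) and from the paper's tables (2062), so that 15575 probe sets have 1 gene, 503 several and 6732 none here. Of 2689 named by both sources, 57 had different genes. A gene counts as measured where a probe set is named for it here. The fixed lists, with genes listed and measured, cover root hair genes (30, 12), pollen genes (31, 11), sperm cells (7, 1), non-hair epidermis (8, 2), inner root tissues (23, 5), photosynthesis (42, 12), cell division (28, 9), ROP GTPases and their activators (25, 6), the exocyst (35, 17), NADPH oxidases and CrRLK1L receptor kinases (19, 11), the low-oxygen response (28, 14), aquaporins (22, 1), nutrient uptake (20, 5) and the transcripts of the RT-PCR (8 and 2 for root genes, 12 and 12 for apical growth). The classes of Table S4 and the probe sets of Tables 1 and S5 were taken as given. The lists of genes of the plastid and mitochondrial genomes were drawn up by gene symbol after the annotation and a first look at the values. Genes named in the text follow a rule fixed before the files were opened: every gene the paper names in its results, the 10 probe sets of 1 named gene with the largest smallest log2 difference among those enriched in root hairs, in pollen and in both or depleted in both, and the 4 members of each list with the largest log2 difference in each cell type. The values of Tables 1, S2 and S3 had been seen before the rule was written.

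Alternatives were quantile normalization, scaling to the 75th percentile, pseudocounts of 1 and 4 times the size, leaving out dim probe sets, no trend, only the 12 arrays of the compared sample types, a block for the replicate number, a lower bound of the fold change of 1.2, detection at 2 and 5 times the pseudocount, other linkages and correlations, and leaving out each replicate. The interval of the quartile ratio of shares comes from 1000 bootstrap samples of the probe sets. The fit was tested on simulated data of 22746 probe sets, with changes of known size in a small part of them. With 2 arrays per sample type, the number of arrays limits the precision.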

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

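The tests of pollen in flowers and of root hairs in seedlings, the count of isolated cell types of diffuse growth and the use of the detection level, the replicate spread and the poly-A controls for the 3' bias were chosen only after the result was seen, while the other tests were written down before their results, though after a first look at the values on each array.

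Genes of oxidative phosphorylation and of coenzyme metabolism were higher in root hairs than in pollen in a direct comparison (camera of limma, adjusted p = 1.357e-07 and 1.587e-06, and adjusted p = 0.022 and 0.043 with an estimated correlation), and they are listed here for this difference between groups. The poly-A control dap had an intensity of 1777.2 for its 3' probe set on the root hair arrays, against 9.32 to 17.2 on the other sample types, and 120 for its 5' probe set, a signal in control probe sets that the paper does not report on. By the paper's methods, poly-A controls were added to the root hair RNA. Probe sets selective for pollen carried a median of 9.9086% of their pollen signal in flowers, a signal in a comparison the paper does not make. These probe sets were chosen as above 1000 in pollen and over 20 times higher there than in each of the 4 tissues, root hairs and seedlings. The 4 tissues therefore give no contrast for this share. Probe sets selective for root hairs were chosen alike, against the 4 tissues, pollen and flowers.

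Root hairs and pollen stand apart from the 6 tissues on the first principal component. Fewer expressed probe sets do not account for all of it, as with the probe sets above the detection level in all 8 sample types the lowest array of root hairs or pollen still lay 11.9 above the highest tissue array (largest SD between replicates 0.564), although the score of root hairs fell to 8.07, nearer to the tissues (−14.0 to −4.17) than to pollen (55.0). Value distributions do not account for all of it either, as the gap was 99.0 after quantile normalization (SD 1.08). For pollen, the gap to the nearest tissue of its own study was 213, against 32.3 between tissues of the 2 studies, while for root hairs the study could be part of it, since no other sample type shares theirs. For a 3' bias of amplified RNA, the mean log2 ratio of 3' over 5' for actin, GAPDH and ubiquitin was 1.068 ± 0.0201 in root hairs, inside the tissue range of 0.836 to 1.15, and 0.0851 ± 0.0277 in pollen, below it. By the prediction written before, the root hair value would argue against the bias. It leaves the bias open all the same, since the highest tissue varied by an SD of 0.435, and since the 5' probe set of actin in root hairs (97.0) and both of actin and GAPDH in pollen (89.8 to 150) were under the detection level, where the pseudocount narrows the ratio. Ubiquitin, far above that level, had 0.603 ± 0.111 and 0.466 ± 0.0146, against 0.377 to 0.643 in the tissues. The poly-A controls had a median of 686 for 3' and 92.4 for 5' probe sets in root hairs, with no other sample type to compare. Isolated cells against mixed tissues also stay open beside apical growth, as 0 isolated cell types of diffuse growth are among the samples. The paper reports that isolated root cell types of another study cluster apart from root hairs and pollen, and names protoplasting and cell sorting as a limit of that comparison, which was not analysed here.

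Signal of pollen-selective probe sets in flowers, and of root hair-selective ones in seedlings, could come from the cells present in them. One common share of the RNA would give all probe sets a similar percentage. For 319 pollen-selective probe sets the quartiles were 6.70 and 15.9%, a ratio of 2.37 (95% bootstrap interval 2.08 to 2.71), just above a bound of 2 that was itself set after the result, with 23 over 3 times the median and 11 more than 3 times under it. For 131 root hair-selective probe sets the quartiles in seedlings were 0.658 and 10.6%, a ratio of 16.2 (10.9 to 25.4) around a median of 2.74%. The lower seedling shares lie near the background (5th percentile 0.0765%, lowest −0.761%), which widens their ratio whatever the share. The ratio alone therefore cannot decide on a single share in seedlings. Background weighs less on the upper shares, as these probe sets were above 1000 in root hairs. Of the 131, 40 lay over 3 times the median and 45 more than 3 times under it. The 95th percentile was 28.1% and the highest share 154%. These upper shares argue against 1 common share of root hair RNA as the whole source of the seedling signal. For the flower signal a single share falls short by a small margin. Probe saturation, the stage of the pollen and expression in other root cells were not tested.

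More probe sets were lower than higher in root hairs and pollen against the 4 tissues. If the scale of the arrays after the authors' normalization were the cause, the hybridization controls, by their use added in equal amounts, would be lowered as much as all probe sets. The median of 18 controls lay 0.357 above that of all probe sets in root hairs (SE 0.112) and, for pollen against leaves and siliques of the same study, 1.01 above (SE 0.052). Each SE is over control probe sets, several of them for the same spiked transcript, and holds no spread between arrays. The controls in root hairs were themselves at −0.14. Quantile normalization raised them to 0.33 and 75th percentile scaling to 0.73. Those in pollen, against leaves and siliques, were at 0.43 and rose to 1.57 and 2.16. Both scalings thus took the controls further from equal levels than the deposited values. For pollen, 18 of 18 controls lay above the median of all probe sets, which argues against the scale as the whole cause. In root hairs 14 of 18 did, with differences of −0.80 to 0.78. By the prediction written before, this would argue against the scale as well. It leaves the scale open for root hairs all the same, since they were set against arrays of other studies. A smaller set of transcripts in root hairs and pollen stays as a biological hypothesis that was not tested.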

How the results depend on the processing

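The alternatives for the clustering and for the make-up of the first component, the probe sets above the detection level in all sample types, and the left-out replicates for the profile were chosen only after the data were first seen, and all others before; the probe sets above the level were chosen for a test written down before its result.

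The rule and the scale move the counts, while the direction of most named results held. The root hair enriched probe sets (2839) became 6582 with quantile normalization and 6740 with 75th percentile scaling, the pollen enriched (3168) 8226 and 11514, the apical enriched (729) 3883 and 4601, and the apical depleted (7269) 2973 and 2172. Both also raised the median of the hybridization controls in pollen against the 4 tissues, from 0.35 to 1.49 and 2.06. Leaving out dim probe sets gave 2038 for pollen, where fewer are tested, and a lower bound of the fold change of at least 1.2 gave 1982 for pollen and 391 for both cell types. The share of the first component (53.1%) was 44.2 with unit variance, 52.7 with 16 arrays, 48.3 with quantile normalization, 48.4 with 75th percentile scaling, 53.4 with a pseudocount of 1, 51.7 with one 4 times larger, 53.4 without dim probe sets, 53.2 with linear values and 51.0 with probe sets above the level in all sample types, and 52.975 to 53.163 without single replicates. The correlation of root hairs with pollen less the highest with a tissue (−0.203) was −0.156 with Spearman, −0.151 with quantile normalization, −0.196 and −0.206 with the smaller and larger pseudocount, −0.163 without dim probe sets, −0.236 with linear values, −0.289 with probe sets above the level in all sample types, and −0.20599 to −0.19834 without single replicates. Root hairs first joined 1 sample type, pollen, with quantile normalization, without dim probe sets, with linear values and with centred probe sets (Ward and average linkage), in place of the 6 tissues. The share of probe sets above the detection level in root hairs less that of the lowest tissue (−17.4) was −21.9 at 2 and −11.7 at 5 times the pseudocount, and that of pollen less root hairs (−12.4) −8.86 and −11.0. After quantile normalization all arrays have 1 distribution, so no comparison of these shares was made. With an estimated correlation, camera called 17 of 46 tests of a list in a cell type in place of 28. In root hairs AT1G67540 turned from −0.21 to 0.26 with quantile normalization and to 0.24 with 75th percentile scaling, and CSLD1 from −0.12, which had not passed, to 0.37 and 0.33, which passed. The cause was not tested for any of these. Of all other values of counts and profile 264 stayed the same, of lists and shares 1194, with 20 moved, 6 stronger and 19 weaker, and of the genes named in the text 3130, with 6 stronger and 1 weaker. Lists are judged there by their camera test. Turns in the counts of members higher and lower, as in pollen under the scalings, are not in this tally.

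With a replicate block the counts were 2824 for root hairs, 3132 for pollen, 717 enriched and 7217 depleted in both. The numbers do not pair the samples: deviations of same-numbered arrays correlated at a mean of −0.027 over 28 pairs of sample types (−0.365 to 0.191, 2 over 0.1). Where a replicate is left out, the lone array is assumed to vary like the other sample types. For arrays the signal over background limits dim transcripts. Simulated data of 22746 probe sets held 33 to 67 changed ones per comparison and size of change. Their recovery was not split by intensity. All with a log2 difference of 1 or more were recovered. At 0.5 the share was 58.2% in root hairs, 67.2% in pollen and 52.9% in both. False calls numbered 0, but the rule of a comparison with each tissue keeps them low by itself. In the real data the tissues differ from each other, so a probe set above their mean can lie below the highest tissue. The recovery therefore does not carry over to the real data.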

Differences from the paper's values

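The clustering settings named in the last paragraph were chosen only after the values were seen. So were the left-out replicates for the component scores and the clustering. The other alternatives were chosen before the data were examined.

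The paper counts 1814 genes enriched in root hairs, and 2839 probe sets were enriched here, at an adjusted p of 0.05 without a bound on the fold change. The difference was no longer over 1.5 times with a lower bound of the fold change of at least 1.2 (2199) or without dim probe sets (2551), and it remained with quantile normalization, 75th percentile scaling, pseudocounts of 1 or 4 times the size, no trend, 12 arrays, the replicate block and each left-out replicate. The paper counts 277 genes enriched in root hairs and pollen among the genes expressed in both. Among the probe sets above the detection level in both, 436 were enriched here, and without that condition 729, where a level stands in for Present calls. Of the alternatives only the lower bound of the fold change came within 1.5 times (324 with the condition, 391 without).

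The paper's detection calls are Present calls, while a level was used here, so the measures differ. The paper gives 4989 genes expressed in both cell types (2551 here), 11696 in root hairs (7357), and 51% of the transcripts in root hairs (30.8%) and 29% in pollen (18.4%). At 2 times the pseudocount the values are 4227, 9154, 38.5% and 29.7%, none over 1.5 times apart, and at 5 times they are 1455, 5396, 22.4% and 11.5%, all apart.

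The paper's scores on the first principal component are 158.93 for root hairs, 244.6 for pollen, −30.89 for flowers, −78.37 for seedlings, −68.63 for ovules, −70.62 for pistils, −84.11 for siliques and −70.9 for leaves, and those here 111.84, 194.42, −18.871, −63.508, −50.74, −51.176, −64.587 and −57.383. With a pseudocount of 1 they were 159.23, 245.58, −30.95, −78.709, −69.031, −70.544, −84.359 and −71.221. By the rule that compares each with the spread over left-out arrays, root hairs, flowers, pistils and leaves then no longer differ, pollen, seedlings, ovules and siliques still do, and all differ with the other alternatives.

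The paper places root hairs in a sub-cluster with pollen. Here root hairs joined the 6 tissues first, at a height of 0.632 with Ward linkage, and they also joined them first with average or complete linkage, Spearman correlation, both pseudocounts, 75th percentile scaling and each left-out replicate. They joined pollen with quantile normalization, without dim probe sets, with linear values and with centred probe sets. The paper lists the genes of Table 1 as selective for both cell types, and its text counts 49. Of the 51 probe sets printed there, 48 were enriched in both here, including all 38 that it marks as enriched. The exceptions were CSLD1 and AT1G67540 in root hairs and AT3G14510 in pollen. They were higher than the mean of the 4 tissues with quantile normalization or 75th percentile scaling. The paper does not mark them as enriched either, and its selective label rests on Present calls.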

Other observations

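No test below was chosen after its result was seen, but the list of genes of the mitochondrial genome was drawn up after a first look at the values, and the other comparisons were fixed before.

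Transporters for nitrogen were among the nutrient uptake genes higher in root hairs than in the 4 tissues, none of which contains roots. NRT1.1, a nitrate transporter, had 5695 ± 1756 (SD, n = 2), AMT1;1, an ammonium transporter, 3984 ± 533 and NRT2.1 578 ± 352, with log2 differences of 3.07, 2.54 and 1.62 from the mean of the 4 tissues (limma). Of 5 nutrient uptake genes 4 were higher in root hairs and 0 lower (5 and 0 under both scalings), with a median 2.12 above that of all probe sets (camera of limma, adjusted p = 3.8e-04, and adjusted p = 0.032 with an estimated correlation, which was 0.063 with quantile normalization and 0.074 with 75th percentile scaling), while in pollen 0 were higher and 4 lower (1 and 3 with quantile normalization, 2 and 2 with 75th percentile scaling). PIP1;3, the only aquaporin of the list with a probe set named here, fell in both cell types, to 773 ± 34.9 in root hairs and 66.4 ± 1.15 in pollen (−2.15 and −4.76). Of 14 low-oxygen response genes 9 were lower and 0 higher in root hairs (4 and 7 with quantile normalization, 3 and 7 with the scaling), and 9 were lower and 2 higher in pollen (8 and 5, and 6 and 7, and 8 and 1 without dim probe sets), with HUP54 at 54.1 ± 0.926 and 50.8 ± 3.05 (−2.69 and −2.73). As a list they did not pass the test against the other probe sets, with medians of 0.19 and −0.34 relative to all (camera of limma, adjusted p = 0.77 and 0.80).

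In pollen, the mitotic kinases AUR1 and AUR2 reached 3752 ± 604 and 2951 ± 70.2 (log2 differences 3.06 and 3.82) and HTR10, a histone of sperm cells, 1470 ± 12.2 (3.63). AUR1 was at 58.5 ± 1.24 in root hairs (−1.80). Of 21 genes encoded in the mitochondrial genome 16 were lower and 3 higher in root hairs, and 15 and 4 in pollen, against 6 and 7, and 11 and 7, with quantile normalization and 6 and 6, and 7 and 11, with 75th percentile scaling, and 13 and 1, and 14 and 1, without dim probe sets. Their medians were −0.11 and −0.19 relative to all probe sets (camera of limma, adjusted p = 0.95 and 0.88).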
